# De novo transcriptome analysis of *Chlorella sorokiniana*: effect of glucose assimilation, and moderate light intensity

**DOI:** 10.1038/s41598-020-74410-4

**Published:** 2020-10-15

**Authors:** Siti Nor Ani Azaman, Darren C. J. Wong, Sheau Wei Tan, Fatimah M. Yusoff, Norio Nagao, Swee Keong Yeap

**Keywords:** Transcriptomics, Gene expression, RNA sequencing

## Abstract

*Chlorella* can produce an unusually wide range of metabolites under various nutrient availability, carbon source, and light availability. Glucose, an essential molecule for the growth of microorganisms, also contributes significantly to the metabolism of various metabolic compounds produced by *Chlorella*. In addition, manipulation of light intensity also induces the formation of secondary metabolites such as pigments, and carotenoids in *Chlorella*. This study will focus on the effect of glucose addition, and moderate light on the regulation of carotenoid, lipid, starch, and other key metabolic pathways in *Chlorella sorokiniana*. To gain knowledge about this, we performed transcriptome profiling on *C. sorokiniana* strain NIES-2168 in response to moderate light stress supplemented with glucose under mixotrophic conditions. A total of 60,982,352 raw paired-end (PE) reads 100 bp in length was obtained from both normal, and mixotrophic samples of *C. sorokiniana*. After pre-processing, 93.63% high-quality PE reads were obtained, and 18,310 predicted full-length transcripts were assembled. Differential gene expression showed that a total of 937, and 1124 genes were upregulated, and downregulated in mixotrophic samples, respectively. Transcriptome analysis revealed that the mixotrophic condition caused upregulation of genes involved in carotenoids production (specifically lutein biosynthesis), fatty acid biosynthesis, TAG accumulation, and the majority of the carbon fixation pathways. Conversely, starch biosynthesis, sucrose biosynthesis, and isoprenoid biosynthesis were downregulated. Novel insights into the pathways that link the enhanced production of valuable metabolites (such as carotenoids in *C. sorokiniana*) grown under mixotrophic conditions is presented.

## Introduction

*Chlorella* species is one the most popular microalgae applied in many industries (especially pharmaceuticals, and health) across many Asian countries such as China, Korea, and Japan for hundreds of years^1^. The ability of this species to produce metabolites that possess various health-promoting activities such as antioxidant, antimicrobial, antibacterial, antifungal, anticancer, and antiviral activities make them popular in such industries^2–4^. The potential of producing different pigments by *Chlorella* species also paves a new way for commercial application of this species, making this system an excellent alternative to current pigment-producing microalgae species. For example, several studies have shown that pigment production was higher in *Chlorella* compared to other microalgae species^5–7^, and can serve well in commercial applications due to their adaptability to various culture conditions^8–10^.

In an attempt to induce the formation of higher metabolite production such as pigments, and lipid production, manipulation of carbon source, and light intensity were commonly used^5–7^. Carbon sources like glucose, glycerol, or acetate have contributed to increased biomass, and lipid productivity of microalgae^11,12^. Light intensity also influences microalgal growth, and the biochemical composition of cells through the process of photo-acclimation, and photo-adaptation^13,14^. In photo-adaptation, the microalgae change their fatty acid compositions, pigment composition, growth rate, and dark respiration rate^13^. For example, an increase in light intensity led to an increase in chlorophyll a, and other light-harvesting pigments (such as primary carotenoids, chlorophyll b, chlorophyll c, and phycobiliproteins)^14^. On the other hand, when microalgae were exposed to higher light intensity, chlorophyll a, and other pigments directly involved in photosynthesis were reduced, while carotenoids, which serve as photo-protective agents, such as zeaxanthin, β-carotene, and astaxanthin were found to be increased. However, saturated light intensity, may also disrupt the chloroplast lamellae, and inactivate enzymes involved in carbon dioxide fixation, resulting in photo-inhibition^15^.

Although a lot of studies were reported on the effect of various cultivation condition on metabolite production in microalgae^16–18^, a more specific analysis on the effect of genes related to physiological changes were still unpromising. Most were species-specific, and limited to certain treatments only^19–21^. On the other hand, genomic study provides very wide coverage of genetic information on the biological systems of microalgae. For example, Hovde et al*.*^22^ who studied the genomic characteristics of similar *Chlorella* species of three different strains showed a significant divergence on their gene content, and nucleotide identity. They also found high variability in transcriptional regulation between the three strains due to distinctive epigenetic machinery. These findings also suggest that each strain had adapted their genomic content according to the new maintained environment. Therefore, individual assessment of different strain is potentially required for understanding their performance in cultivation systems to improve the biomass, and bioproduct yields. In the other genomic report, there are highly conserved genes among the C*hlorella* species found in the chloroplast providing information that could be applied in microalgal systematics, phylogenetic reconstruction, and biotechnology^23^. In the construction of a microalgal system for commercial application, transcriptomic study could be more efficient, and relatively economical compared to genomic study^24^. It provides an initial, and broad view of molecular, and biochemical mechanisms related to the treatment, and condition used^21,25,26^. Moreover, a growing number of transcriptomes of microalgae were sequenced, assembled, and annotated, providing information on how genes are regulated, and reveal details of the microalgal biology^27–30^.

In our previous study, we examined the biochemical changes, and the morphology of microalgae *Chlorella* s*orokiniana* under photoautotrophic, and mixotrophic conditions^31^. We found that glucose, and moderate light intensity treatments contributed to a higher scavenging activity, key changes in pigmentation (i.e.shifts from chlorophyll to carotenoids), and accumulation of lipid bodies compared to the normal light condition. To date, molecular insights into the combinatorial effect of glucose, and light intensity in microalgae, or specifically in *Chlorella* species is lacking. Thus, this study explored the effect of mixotrophic condition (i.e. moderate light intensity supplemented with 2% glucose under nutrient-limited condition) on *C. sorokiniana* using transcriptomics. Several novel findings on the genes involved, and their related pathways, especially the production of secondary metabolites, are highlighted.

## Results

### Illumina sequencing, and de novo assembly

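*C. sorokiniana* was kept for 7 days at 10 µmol photons of light with 0% glucose (normal) or at 100 µmol photons with 2% glucose (mixotrophic), and RNA was sequenced from 3 cultures per condition. The deposited table holds raw read counts per transcript, made by the authors with the Subread aligner and featureCounts at default settings, for all 6 libraries. Libraries are numbered 1 to 3 per condition in the order of that table. Supplementary Data 1 lists replicates 2 and 3 of each condition in this numbering, so the main comparison used these 4 libraries. Table 1 lists 2 libraries per condition, which it numbers 1 and 2 and which are taken here to be the same 4, as inferred from the column names of Supplementary Data 1. Replicate 1 of each condition, in the numbering used here, is not in Supplementary Data 1, and the paper's text gives no reason for this. A second fit took all 6 libraries, and most of its log2 fold changes and counts of calls are given beside those of the 4. Total counts were 2535461 and 3172204 in the normal and 3987717 and 3527337 in the mixotrophic libraries of the main comparison, and 3560221 and 4444858 in replicate 1. Counts were scaled by TMM, transcripts with low counts were left out by filterByExpr, and mixotrophic was compared with normal by edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg adjusted p-values over the 12389 transcripts tested. A transcript is called higher, lower, upregulated or downregulated at an adjusted p under 0.05, and levels are given in CPM of the scaled total, as mean ± SD of 2 libraries. Lists of transcripts by MapMan BIN were tested as sets with limma's camera. Camera was also run with the correlation between transcripts estimated from the data. That form takes its p from the few degrees of freedom that 4 libraries leave. No list passed it, also where the estimated correlation was near or below 0, so failing there says little about a list. The paper describes a pre-culture divided between the conditions, but not which libraries shared one, and the replicate number was used as a block in a further fit. Where this block changed a call, or moved a count by more than 1.5 times, that value is given as well. Of the transcripts, 74.7% share an assembly component with another transcript, so reads may be divided among close relatives and such transcripts are not independent of each other.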

The transcriptome of *C. sorokiniana* grown under normal, and mixotrophic conditions generated from RNA with RIN > 7.8 was sequenced using Illumina sequencing platform. A total of 60,982,352 raw paired-end (PE) reads 100 bp in length were obtained from both normal, and mixotrophic samples of *C. sorokiniana*. After read trimming, and quality filtering, 57,097,573 (93.63%) high-quality PE reads were obtained (Table 1). A total of 102,643 contigs were successfully assembled using Trinity software^32^. 

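Of the 18310 transcripts in the count table, 4327 had no count in any of the 6 libraries. Several enzymes of the pathways described further on were represented by such uncounted transcripts alone. These were DOXP synthase (Dxs, 5 transcripts), the entry enzyme of the non-mevalonate pathway, 15-cis-phytoene desaturase (2 transcripts), 3-hydroxyacyl ACP dehydrase (FabZ, 1 transcript), enoyl-ACP reductase (FabI, 2 transcripts) and enolase (1 transcript). The transcripts fell into 8419 Trinity components, and 95.4% of those without a count shared their component with another transcript, against 68.3% of those with a count. Lengths were not analysed here.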

*Bonafide* transcripts (e.g. complete genes containing both start, and stop codons) were identified using AUGUSTUS resulting in a final assembly of 18,310 full-length contigs (defined as transcripts from here on in). The transcripts ranged from 165 to 16,695 bp in length with the mean length of 1191 bp, and an N50 value of 1446 bp were obtained (Table 2). Sequencing data were deposited in Gene Expression Omnibus (GEO) at accession number GSE105427.

**Table 1:** Sequencing throughput, and trimming results for *C. sorokiniana* RNA-seq data.

Sample	Total sequences		Average length	
	Before	After	Before	After
Normal replicate 1	13,225,251	12,714,292	100	79
Normal replicate 2	16,604,976	15,073,499	100	74
Mixotrophic replicate 1	16,690,891	15,817,686	100	75
Mixotrophic replicate 2	14,461,234	13,492,097	100	75
Total	60,982,352	57,097,573	100	75

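The normal libraries 2 and 3 lay close together, with a root mean square difference of 0.361 in log2 level per transcript, as did the mixotrophic libraries 2 and 3 at 0.287. Between the conditions these 4 libraries differed by 0.984 to 1.01, more than replicates 2 and 3 of a condition did. Normal replicate 1 differed from normal replicates 2 and 3 by 1.4 and 1.29, more than the conditions differed among the 4. Replicate 1 of both conditions was low in a group of 882 transcripts, which were at least 2-fold lower there than in each of the other 4 libraries. The group held 0.0743% and 0.0858% of the counts of normal and mixotrophic replicate 1, against 1.39% to 2.1% in the others. It included 31 of 45 transcripts in the phenylpropanoid BINs, 5 of 8 listed for ketoacyl coA synthase (KCS) and 4 of 12 annotated as cinnamyl alcohol dehydrogenase (CAD), but none of 45 in the carotenoid BINs and none of 105 in the glycolysis BINs. Without that group, mixotrophic replicate 1 differed from the other mixotrophic libraries by 0.274 and 0.303, while normal replicate 1 differed from the other normal libraries by 0.985 and 0.955. The latter values are close to the 1.01 to 1.03 between the conditions among the 4 libraries, also without that group. The common coefficient of variation in edgeR was 4.64% over the 4 libraries and 35.5% over all 6. Replicates 2 and 3 differed little beyond counting noise. Without that group, the chi-square per degree of freedom of their counts was 1.38 in normal and 1.21 in mixotrophic libraries. Adjusted p-values over the 4 libraries rest on this small spread and not on that of all cultures. The cutoff of 2-fold for the group was chosen after looking at the data, from 8-fold and 2.8-fold, which gave 303 and 749 transcripts.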

Two samples: Normal, and Mixotrophic (moderate light stress supplemented with glucose), with three biological replicates of 100 bp reads were generated on the Illumina HiSeq 2000 platform.

**Table 2:** Summary of *de-novo* assembly result for *C. sorokiniana* RNA-seq data.

Subject	Number of reads	Length (bp)
Total number of high-quality paired-end reads	57,097,573	
Number of contigs	102,643	
Number of protein-coding transcripts	18,310	
N50 (bp)		1,446
N90 (bp)		654
Longest transcript (bp)		16,695

### Functional annotation

In order to assign functional information, the transcripts were annotated through multiple databases (see “Materials and methods” section). Functional annotation using the NR database showed the highest match, in which 99.8% (or 18,276 genes) of *C. sorokiniana* transcripts had succesfull hits (Table 3). When the assembled transcripts were annotated against InterPro, Swiss Prot, Mercator Mapman, and Refseq, 50% to 55% of *C. sorokiniana* transcripts had matches, whereas, annotation to KEGG, and GO databases produced 38.1%, and 43.1% matches, respectively.

**Table 3:** Summary of the functional annotation of the assembled *C. sorokiniana* transcriptome using different databases.

Public database	No. of annotated genes	% of annotated genes
NR	18,276	99.8
InterPro	10,019	54.7
UniProt/Swiss Prot	10,259	56.0
KO	6971	38.1
GO	7896	43.1
Mapman	9341	51.0
Refseq	10,187	55.6

Based on the NR annotation result, the E-value frequency distribution analysis revealed that 70.3% of the matched sequences had strong homology with E-value ≤ 1.0E−60, while the remaining 29.7% fell into the range of 1.0E−60 to 1.0E−5 (Fig. 1). Furthermore, we also observed that all the annotated sequences had a similarity of more than 70%. Based on the homologous species identified among the annotated transcripts, 71.6% of them matched to *Chlorella variabilis*, followed by *Auxenochlorella protothecoids* (5.5%), *Chlamydomonas reinhardtii* (3.8%), *Coccomyxa subellipsoidea* (1.7%), and *Volvox carteri* (1.2%). About 16.3% of the transcripts had similarity matches with other types of viridiplantae. In addition, Mercator determined that 9341 transcripts (51%) had at least one ascribed Mapman annotation.

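The deposited table marks 9341 transcripts as annotated, which is 51% of them. Of these, 919 carry the BIN for unknown function, and 7769 transcripts (42.4%) carry a BIN other than the not assigned class. Among them were 239 transcripts of ABC transporters, 103 of cytosolic ribosomal proteins, 91 of fatty acid synthesis and elongation and 50 of photosystem II and its antenna. No transcript could be placed by its description among proteins encoded in plastid genomes.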

**Figure 1:**
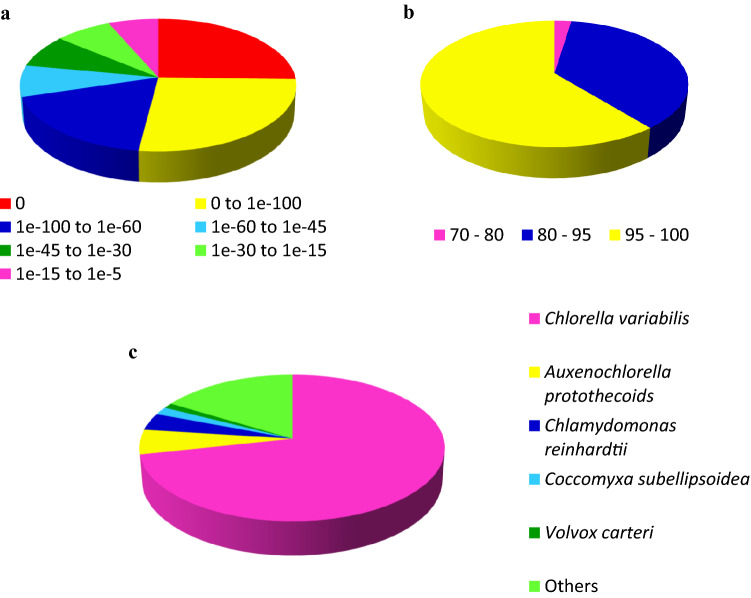
Transcript homology searches against the nr database. (**a**) The proportional frequency of the E-value distribution. (**b**) The proportional frequency of the sequence similarity distribution. (**c**) The proportional species distribution of *C. sorokiniana* transcriptome among other viridiplantae.

In the subsequent functional analysis, the functional annotation was done based on the KO (KEGG Orthology) database using KOALA tools (available at KEGG Web site; https://www.kegg.jp) that assign the KO identifiers (K numbers) to the transcript by BLAST, and GHOSTX searchers. In this study, of the 18,310 transcripts that aligned with KO database, only 6971 transcripts (38.1%) were annotated, and had significant matches to different functional categories (Fig. 2). The highest number of genes identified was from the genetic information processing category, which were 3007 genes (43%). The second highest functional categories of transcripts identified were carbohydrate metabolism (637 genes), followed by environmental information processing (563 genes), amino acid metabolism (377 genes), lipid metabolism (329 genes), energy metabolism (304 genes), cellular processes (311 genes), and metabolism of cofactor, and vitamins (231 genes). The remaining 17% of KEGG annotated transcripts were from other categories.

**Figure 2:**
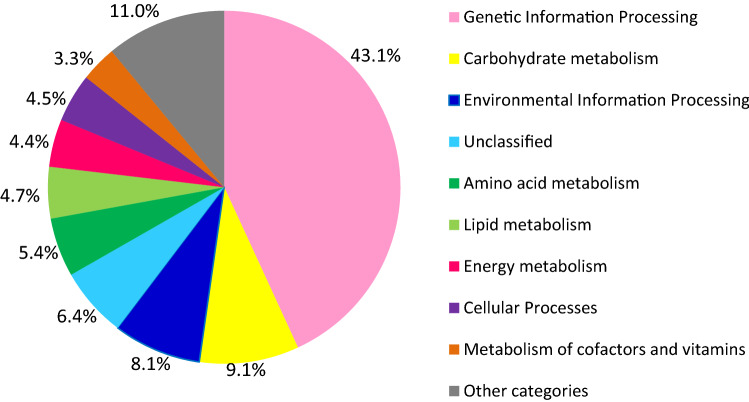
Annotation of *C. sorokiniana* transcripts based on functional categories KO database using KOALA tools at KEGG Web site^58^ (https://www.kegg.jp/blastkoala/).

Under pathway reconstruction of KO, each transcript from different functional categories was further elucidated into different metabolic pathways. All the metabolic pathways were then divided into four main pathway modules such as metabolism, genetic information processing, environmental information processing, and cellular processes (Fig. 3). According to this pathway assignment, 5018 transcripts (27.4% of all transcripts) were classified into 23 KEGG pathways. From the annotation result, the transcripts coding for all the genes related to the major metabolic pathways in *C. sorokiniana* were identified. The completeness of these reconstructed pathways indicates that the gene function assignments were biologically meaningful, and the EC number(s) has been correctly assigned to the annotated sequences (Table 4). Other KEGG pathways with multiple transcript hits encoding for a nearly complete pathway include nucleotide, and amino acid metabolism (such as serine, and threonine biosynthesis, lysine biosynthesis, and histidine biosynthesis), and cofactor, and vitamin biosynthesis (such as shikimate pathway, phenylalanine biosynthesis, coenzyme A biosynthesis, and biotin biosynthesis).

**Figure 3:**
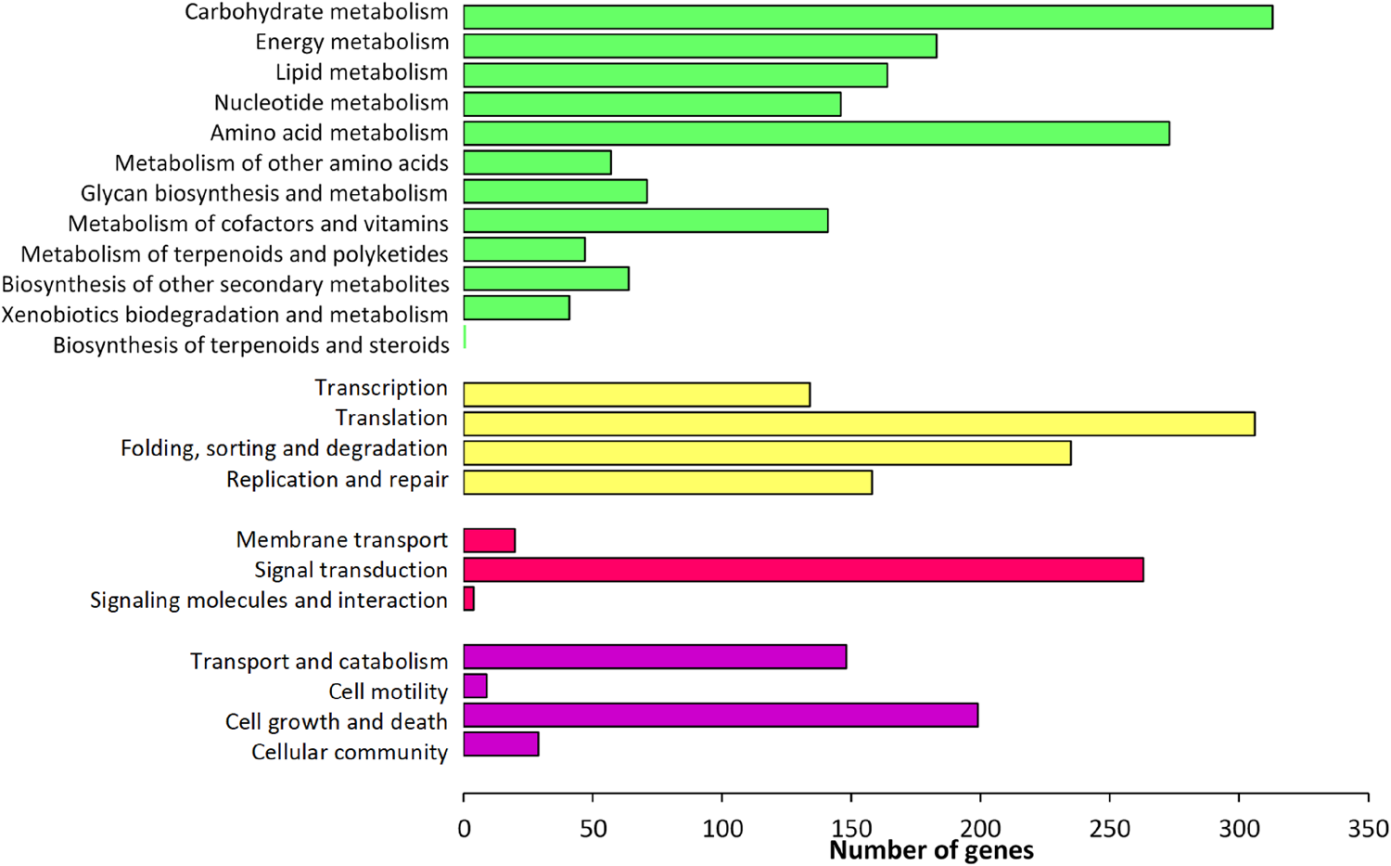
Functional classification, and pathway assignment of unigenes by KEGG Orthology (KO). The results are summarized in five main pathways modules: Metabolism (green); Genetic Information Processing (yellow); Environmental Information Processing (red); and Cellular Processes (purple). The y-axis indicates the name of the KEGG metabolic pathways. The x-axis indicates the number of genes annotated under the pathway.

**Table 4:** Essential metabolic pathways annotated in the *C. sorokiniana* transcriptome.

Pathway	Number of genes found	Number of known genes^a^
Reductive pentose phosphate (Calvin-Bensen cycle)	11	12
Glycolysis/gluconeogenesis	10	10
Citrate cycle (TCA cycle)	9	10
Fatty acid biosynthesis	6	6
Triacylglycerol (TAG) biosynthesis	4	4
Starch biosynthesis	4	4
Isoprenoid biosynthesis (MEP pathway)	7	7

^a^Based on the KO annotation in KEGG database using BLASTKOALA, and published data in *C. sorokiniana,* and related green algae^21,44,65^.

### Differential expression analysis

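To name the largest changes, transcripts needed a BIN of known function, a mean log2 CPM of at least 3 and no overlap between conditions. Overlap was judged in the 4 libraries only. The largest falls under mixotrophic conditions included g3009 and g3007, annotated with metal acquisition, the protein kinases g17298 and g17294, and the cellulase g234. g3009 went from 802 ± 21.5 to 4.55 ± 0.875 CPM (log2 fold change -7.46, standard error 0.11, edgeR adjusted p = 1.77e-28). The kinase g17298 went from 227 ± 0.877 to 2.53 ± 0.792 CPM (-6.51 ± 0.16, adjusted p = 7.43e-24, edgeR). Among the largest rises were g18274, a type II NADH dehydrogenase (from 18.8 to 334 CPM, log2 fold change 4.13, standard error 0.10, edgeR adjusted p = 2.3e-23), and g15283, an amino acid transporter (from 3.48 to 58.1 CPM, 4.02 ± 0.23, adjusted p = 2.8e-15). The ABC transporters g13432 and g13431 rose as well, by log2 fold changes of 3.86 and 3.57 (edgeR adjusted p = 1.15e-15 and 2.81e-15), and were at 2.81 (adjusted p = 0.0195) and 2.74 (adjusted p = 0.0123) over all 6. Over the 4 libraries 3549 transcripts were higher and 3593 lower in mixotrophic cultures by edgeR, and at an absolute log2 fold change of at least 1 the counts were 1449 and 1486. All 6 libraries gave 1633 higher and 1874 lower (1228 and 1288 with the replicate as a block), of which 3486 were called in the same direction over the 4 and 0 in the opposite one. Over all 6 the log2 fold changes were -6.06 (adjusted p = 0.00255) for g17298, 4.14 (adjusted p = 0.000223) for g18274, 3.75 (adjusted p = 0.000614) for g15283 and -6.82 (adjusted p = 0.0349 and adjusted p = 0.102 with the replicate as a block) for g3009 by edgeR, with g3009 at 4.15 CPM in normal replicate 1. Normal replicate 1 also held little of g3007, at 7.19 CPM against 5.18 to 5.91 CPM in the mixotrophic libraries. The cation transporters g11343 and g11341 and the phosphate transporter g15638 rose over the 4 libraries (log2 fold change 5.54, 4.52 and 4.08). Normal replicate 1 held 495, 653 and 268 CPM of them, and their values over all 6 were -1.83, -2.06 and -0.47 (edgeR adjusted p = 0.535, 0.472 and 0.877). The summed counts of the component of g15638 had -0.98. Without normal replicate 1 the counts were 3476 and 3527, without mixotrophic replicate 1 666 and 730, and without the transcripts low in replicate 1 3813 and 3770 over the 4 libraries.

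**Figure D1:**
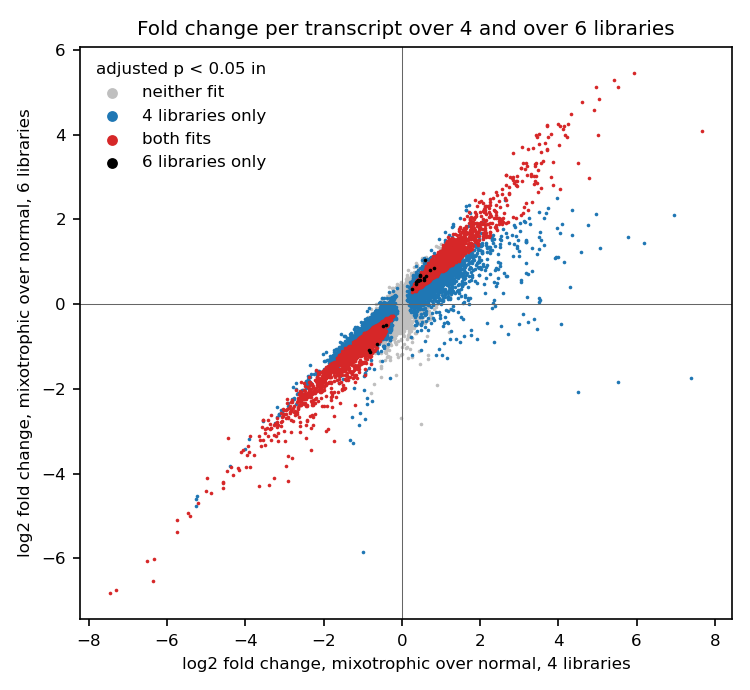
Each point is a transcript tested in both fits, with its log2 fold change (mixotrophic over normal) over 4 libraries on the x axis and over 6 libraries on the y axis, coloured by the fit in which its adjusted p was under 0.05. Of the transcripts called over the 4 libraries, 6926 have the same sign on both axes and 172 the opposite one.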

Differential expression analysis between normal, and mixotrophic conditions revealed 2061 differentially expressed transcripts among the treatments, of which 937, and 1124 were upregulated, and downregulated in mixotrophic samples, respectively (Supplementary Data 1; Supplementary Figure S1, and S2). 

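Transcripts higher in mixotrophic cultures were enriched for proteins of the chloroplast ribosome, with 23 of 25 called in its 50S subunit (Bonferroni p = 3.6e-08, one-sided Fisher's exact test) and 26 of 32 in the BIN named after the ribosome (7.26e-07). Enzymes of amino acid activation, which charge transfer RNAs (41 of 68, Bonferroni p = 4.58e-05), proteasome subunits (29 of 47, 0.00173) and purine synthesis (10 of 11, 0.0156) were enriched as well, by Fisher's exact test. So were proton-pumping ATPases (10 of 11, 0.0156), thiamine metabolism (9 of 10, 0.0482) and the TCA cycle (20 of 32, 0.0419), by the same Fisher's exact test. Downregulated transcripts were enriched for ABC transporters (88 of 157, Bonferroni p = 1.66e-11 by Fisher's exact test), metal transport (34 of 51, 2.87e-06), carbohydrate metabolism of starch and sucrose (36 of 68, 0.00362), triacylglycerol lipases (12 of 15, 0.015) and starch branching enzymes (7 of 7, 0.049). In all, 13 BINs were enriched among higher and 10 among lower transcripts, of 387 BINs with at least 5 tested transcripts. With all 6 libraries the numbers were 24 and 8 of 386, and the light reactions of photosynthesis were then among them (32 of 83, Bonferroni p = 5.49e-05, Fisher's exact test) but not over the 4. Amino acid activation and starch branching enzymes were not enriched over all 6, and the other BINs named were. In a further test 1 entry per Trinity component was kept, that with the smallest p in the main comparison, a choice that favours called transcripts. With these entries, 7 BINs remained enriched among higher and 3 among lower ones over the 4 libraries. Of the BINs named for the 4, those of the chloroplast ribosome, amino acid activation, the proteasome, ABC transporters and metal transport were among them and the others were not.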

The biological pathways that were significantly affected (Adj. *P* < 0.05) by mixotrophic conditions are summarised in Fig. 4, and briefly described below. Detail information of genes involved in different metabolic pathways can be found in Supplementary Figures, and Tables.

**Figure 4:**
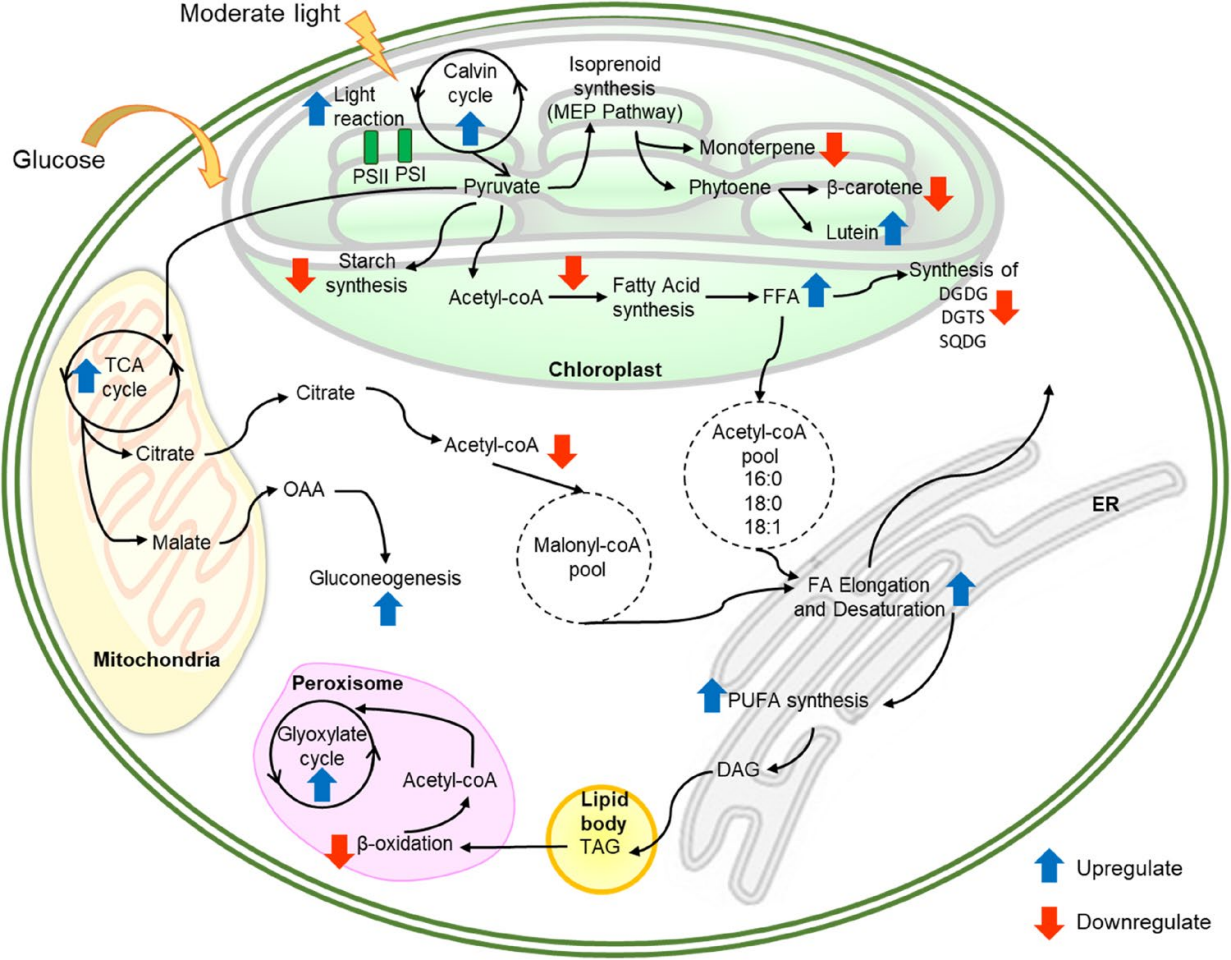
Overview of key metabolic pathways responsive to moderate light stress under nutrient-limiting conditions in *C. sorokiniana* Upregulation or downregulation of mRNA expression under stress condition based on transcriptomic analysis are indicated with blue upward arrows, and red downward arrows, respectively. *PSI* photosystem I, *PSII* photosystem II, *FFA* free fatty acid, *OAA* oxaloacetate, *FA* fatty acid, *PUFA* polyunsaturated fatty acid, *DGDG* digalactosyl diacylglycerol, *DGTS* diacylglyceryl *N*,*N*,*N*‐trimethyl homoserine, *SQDG* sulfoquinovosyl diacylglycerol, *TCA* tricarboxylic acid, *ER* endoplasmic reticulum.

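The photosystems with their antenna and the TCA cycle had more upregulated than downregulated transcripts in mixotrophic cultures. Photosynthetic electron carriers and plastid ATP synthase did not, with 4 higher and 5 lower of 19 over the 4 libraries. For light-harvesting complex proteins, which bind the antenna chlorophyll, of 29 tested 20 were higher and 1 lower (20 and 2 adjusted over the list alone). The numbers were 19 higher and 1 lower of 29 over all 6 (12 and 0 with the replicate as a block). Of 16 transcripts of photosystem I and its antenna, 11 were higher and 1 lower (11 and 2 adjusted over the list alone), 11 and 0 with the replicate as a block. The counts became 10 higher and 0 lower of 16 over all 6 (11 and 0 adjusted over the list alone, 6 and 0 with the replicate as a block). Photosystem II and its antenna had 43 tested transcripts, of which 21 were higher and 5 lower (21 and 5 adjusted over the list alone). Called transcripts numbered 19 higher and 1 lower of 44 over all 6 (15 and 0 with the replicate as a block). The antenna transcripts g3104 of light-harvesting complex II and g4123, similar to CP26, rose by log2 fold changes of 1.04 and 1.04 (standard errors 0.046 and 0.052, edgeR adjusted p = 7.96e-18 and 1.67e-16). The photosystem I subunit g3860 (PsaH) rose by 0.77 (0.055, edgeR adjusted p = 7.72e-13). Over all 6 these were at 0.86 (adjusted p = 0.00902), 0.83 (adjusted p = 0.0254) and 0.79 (adjusted p = 0.00201), by edgeR. In contrast, the photosystem II polypeptides g16357 and g16356 fell, with log2 fold changes of -2.40 and -2.46 over the 4 libraries (edgeR adjusted p = 6.14e-22 and 1.59e-21), but did not pass over all 6 (adjusted p = 0.312 and 0.289). Normal replicate 1 held 10.5 CPM of g16357. Camera adjusted p-values over the 4 libraries were 6.67e-07, 0.00101 and 0.000398 for these lists in turn, and each adjusted p = 0.582 with an estimated correlation. Without normal replicate 3 and without mixotrophic replicate 3, 5 and 4 light-harvesting transcripts and 4 and 3 of photosystem I were lower, and none of photosystem I without either replicate 2. The group low in replicate 1 held 7, 5 and 8 of their transcripts. The light-harvesting BINs are also part of the photosystem lists. Antenna transcripts are therefore counted in both, and these lists are not independent of each other.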

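In the TCA cycle 32 transcripts were tested, of which 20 were higher and 4 lower (20 and 4 adjusted over the list alone). There were 17 higher and 0 lower of 31 over all 6 (17 and 1 adjusted over the list alone). Tested together, these had a camera adjusted p of 1.34e-05 over the 4 and adjusted p = 0.432 with an estimated correlation. Citrate synthase g18190, which brings acetyl-CoA into the cycle, went from 77.2 to 590 CPM (log2 fold change 2.92, standard error 0.076, edgeR adjusted p = 4.13e-23). The succinate dehydrogenase subunit g5741 rose from 206 to 917 CPM (2.13 ± 0.06, adjusted p = 2.67e-22, edgeR). Over all 6 they were at 2.91 (adjusted p = 0.000309) and 2.29 (adjusted p = 0.000672) by edgeR, and replicate 1 held 78.2 and 569 CPM of g18190 and 153 and 920 CPM of g5741, in normal and mixotrophic cultures in turn. A second citrate synthase transcript of the same assembly component, g18191, was lower (log2 fold change -0.71, standard error 0.082, edgeR adjusted p = 1.47e-08) and did not pass over all 6 (-0.55, adjusted p = 0.0536), and the summed counts of the component had a log2 fold change of 1.38. The Calvin cycle, which fixes carbon dioxide, had 39 tested transcripts, of which 18 were higher and 7 lower (18 and 7 adjusted over the list alone). The numbers were 11 higher and 2 lower of 38 over all 6 (12 and 2 adjusted over the list alone). The whole list had a camera adjusted p of 0.0519 over the 4 and adjusted p = 0.582 with an estimated correlation, and adjusted p = 0.0209 with counts summed per component. Over all 6 the list had a camera adjusted p of 0.0127 (0.0197 with the replicate as a block). Its aldolase g4981 rose from 404 to 1055 CPM (log2 fold change 1.36, standard error 0.053, edgeR adjusted p = 5.88e-19, and 1.03 over all 6 libraries, adjusted p = 0.0271), with 722 and 1023 CPM in normal and mixotrophic replicate 1. Glyceraldehyde 3-phosphate dehydrogenase g17105 of the cycle rose from 1525 to 2715 CPM (0.81 ± 0.046, adjusted p = 3.53e-15, edgeR, and 0.69 over all 6, adjusted p = 0.00919). Among gluconeogenesis and glyoxylate cycle transcripts, 19 were tested and 11 were higher and 6 lower (11 and 6 adjusted over the list alone). The counts became 11 higher and 4 lower of 19 over all 6 (11 and 1 with the replicate as a block). For the list as a set, the result was a camera adjusted p of 0.00132 over the 4 and adjusted p = 0.582 with an estimated correlation, and adjusted p = 0.177 with counts summed per component. The phosphoenolpyruvate carboxykinase transcripts g1833 and g1832 rose by log2 fold changes of 2.64 and 2.74 (edgeR adjusted p = 2.33e-24 and 8.14e-24), and were at 2.52 (adjusted p = 0.000538) and 2.62 (adjusted p = 0.000467) over all 6. Malate synthase g6257 was lower over the 4 libraries (log2 fold change -0.63, standard error 0.07, edgeR adjusted p = 7.46e-09) and not over all 6 (-0.31, adjusted p = 0.559), and the summed counts of its component had a log2 fold change of 0.15.

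**Figure D2:**
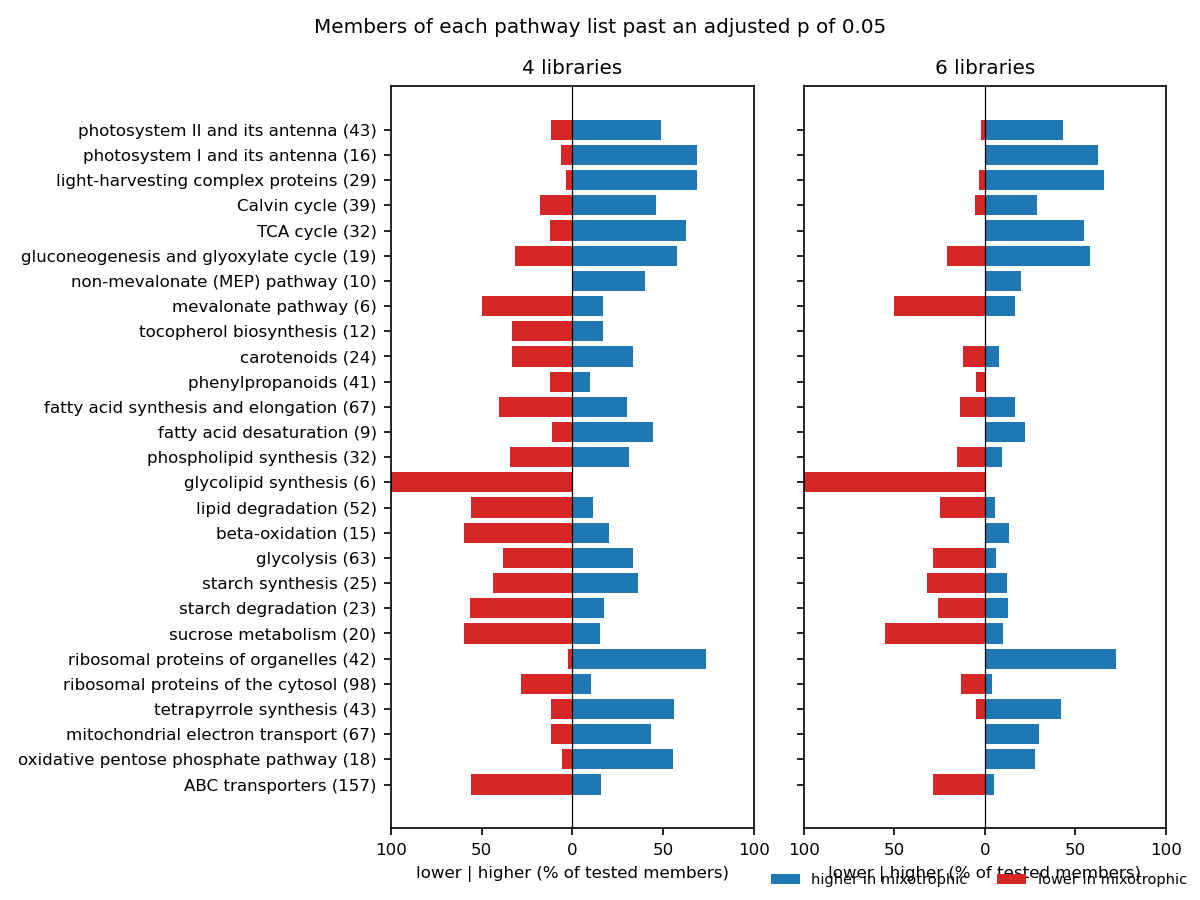
Bars give the percentage of tested transcripts of each list that were higher (blue, to the right) or lower (red, to the left) in mixotrophic cultures at an adjusted p under 0.05, over 4 libraries (left) and 6 libraries (right), with the number tested over the 4 in parentheses. The bar of ribosomal proteins of organelles stands for 31 of 42 higher and that of glycolipid synthesis for 6 of 6 lower.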

### Secondary metabolism and carotenoids biosynthesis

Biosynthesis of secondary metabolites including carotenoids, phenols, and other isoprenoids originated from two pathways: mevalonate pathway, and non-mevalonate (or MEP) pathway. It is well known that carotenoids biosynthesis in *C. sorokiniana* is primarily biosynthesized via the plastid-localized non-mevalonate (or MEP/DOXP) pathway. All the key enzymes involved in the synthesis of important precursors for pigments biosynthesis, which are isopentenyl pyrophosphate (IPP), and dimethylallyl pyrophosphate (DMAPP) were identified (Supplementary Figure S3). The non-identified enzyme for mevalonate kinase (MVK, EC 2.7.1.36) confirmed that this pathway occurs in the plastids, not in the cytoplasm, which is similar to the other photosynthetic green algae^33^. Our transcriptome analysis revealed that the transcripts encoding genes potentially responsible for carotenoid production was generally upregulated when moderate light intensity, and glucose addition were applied to the *C. sorokiniana* culture (Table S1). This was evidenced by the upregulation of transcripts encoding 2-C-methyl-d-erythritol 4-phosphate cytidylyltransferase (CMS) or IspD; the gene that responsible for the production of an intermediate molecule from MEP to produce isopentenyl diphosphate (IPP), and dimethylallyl diphosphate (DMAPP). 

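Of the 14 transcripts listed for the non-mevalonate pathway in Table S1, 9 could be tested, 3 were higher in mixotrophic cultures and none was lower (2 and 0 over all 6 libraries, 1 and 0 with the replicate as a block). The higher ones encode IspD, IspG, which makes HMB-PP late in the pathway, and 1 of the 2 transcripts of DOXP reductase (IspC). IspG went from 401 to 552 CPM (log2 fold change 0.44, standard error 0.061, edgeR adjusted p = 4.16e-07) and was 0.41 over all 6 libraries, adjusted p = 0.0182 and adjusted p = 0.0839 with the replicate as a block. Transcripts for IspE, IspF, IspH and isopentenyl-diphosphate isomerase did not pass the test. In the wider list of non-mevalonate BINs, of 10 tested 4 were higher and none lower (4 and 0 adjusted over the list alone). Called transcripts numbered 2 higher and 0 lower of 10 over all 6 (1 and 0 with the replicate as a block). Taken as a set, they had a camera adjusted p of 0.185 over the 4 and adjusted p = 0.582 with an estimated correlation. Carotenoid BINs went both ways: of 24 tested transcripts 8 were higher and 8 lower (8 and 8 adjusted over the list alone). There were 2 higher and 3 lower of 25 over all 6 (1 and 2 adjusted over the list alone, 1 and 2 with the replicate as a block). As a set they had a camera adjusted p of 0.844 over the 4 and adjusted p = 0.928 with an estimated correlation. By leaving out single libraries the number of higher carotenoid transcripts ranged from 4 without mixotrophic replicate 2 and 5 without normal replicate 3 up to 7. Without mixotrophic replicate 3, 1 transcript of the wider list was lower.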

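IspD (g17151) was expressed at 9.33 ± 1.57 CPM in normal and 32.1 ± 1.88 CPM in mixotrophic libraries (SD, n = 2). This is a log2 fold change of 1.77 (standard error 0.22, edgeR adjusted p = 4.42e-08), and 1.85 over all 6 libraries, adjusted p = 0.00265. Both mixotrophic libraries lay above both normal libraries, and replicate 1 held 6.91 and 27.8 CPM in normal and mixotrophic cultures. g17151 was the only transcript listed for the enzyme, which the paper also calls CMS, and the only one in its assembly component.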

In the downstream step, lutein production was also upregulated (Fig. 4). This was evidenced by the upregulation of carotenoids lycopene epsilon cyclase, and ε-ring hydroxylase (Table S2). These two genes are required to cyclise the hydrocarbon chain, and hydroxylate the carotene rings to generate xanthophylls such as lutein, and zeaxanthin^34^. On the other hand, two genes related to the production of β-carotene, and astaxanthin were downregulated; they were phytoene dehydrogenase, and carotenoid cleavage dioxygenase^35^. Downregulation of these two genes showed that the mixotrophic condition was favourable forlutein production but not towards the biosynthesis of other carotenoids, and apocarotenoids (such as vitamin A, retinol, and abscisic acid hormone)^36^.

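Lycopene epsilon cyclase (lcyE, g10098) went from 45.6 ± 1.92 to 95.4 ± 2.24 CPM (SD, n = 2) in mixotrophic cultures, a log2 fold change of 1.04 (standard error 0.11, edgeR adjusted p = 4.24e-09). The ε-ring hydroxylase (LUT1, g7094) rose from 85.4 ± 11.6 to 170 ± 2.92 CPM (log2 fold change 0.98, standard error 0.092, edgeR adjusted p = 2.46e-10). Of the other enzymes in Table S2, zeaxanthin epoxidase and the β-ring hydroxylase LUT5 had a higher transcript each, while both transcripts of ζ-carotene desaturase and the only one of β-carotene 3-hydroxylase were lower, as was lycopene cyclase CruA. Of these, only zeaxanthin epoxidase and β-carotene 3-hydroxylase passed over all 6. Phytoene synthase, prolycopene isomerase and both transcripts of lycopene β-cyclase did not pass the test. In all, 5 of 17 listed transcripts tested were higher and 6 lower (2 and 3 over all 6 libraries). Normal replicate 1 held 93.1 CPM of lcyE, close to the 94.1 CPM of mixotrophic replicate 1, and lcyE did not pass over all 6 libraries (0.62, adjusted p = 0.178, edgeR). For LUT1, at 108 and 191 CPM in replicate 1, the value was 0.93 over all 6 libraries, adjusted p = 0.00838.

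**Figure D3:**
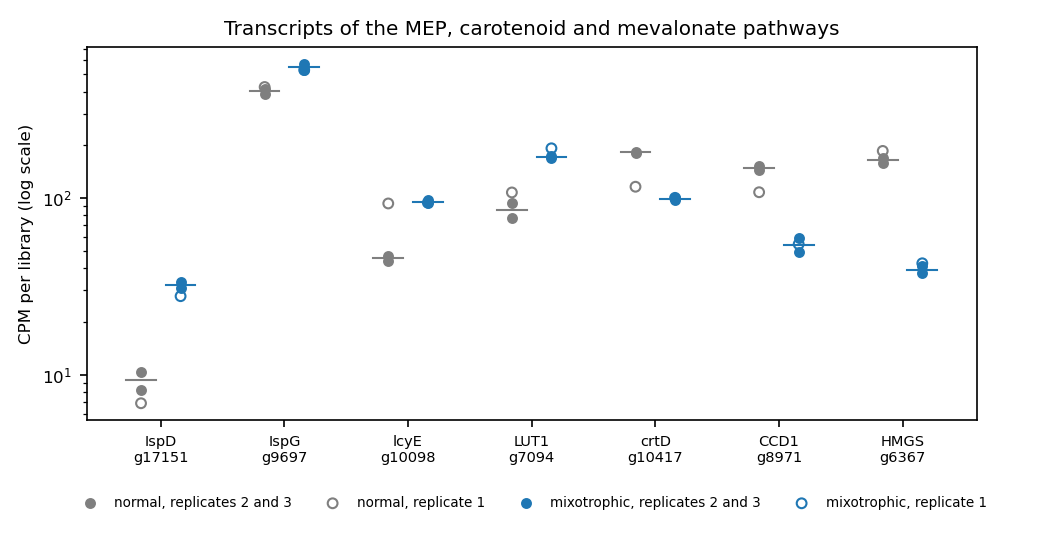
Levels per library, in CPM on a log scale, of transcripts of the MEP, carotenoid and mevalonate pathways, with normal libraries in grey, mixotrophic in blue, the mean of replicates 2 and 3 as a line and replicate 1 as an open circle. IspD lies at means of 9.33 and 32.1 CPM, and the open circles of lcyE lie at 93.1 and 94.1 CPM.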

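Phytoene dehydrogenase (crtD, g10417) fell from 181 ± 2.73 to 98.6 ± 1.57 CPM (SD, n = 2), with a log2 fold change of -0.90 (standard error 0.081, edgeR adjusted p = 1.23e-10). The carotenoid cleavage dioxygenase (CCD1, g8971) fell further, from 147 to 54.4 CPM (log2 fold change -1.46, standard error 0.10, edgeR adjusted p = 4.52e-13). Another cleavage enzyme of Table S2, carlactone synthase (CCD8), had a higher transcript over the 4 libraries, and 9-cis-epoxycarotenoid dioxygenase, which leads to abscisic acid, belonged to the transcripts low in replicate 1 and did not pass. With all 6 libraries CCD1 was at -1.30 (adjusted p = 0.00401) and crtD at -0.68 (adjusted p = 0.045 and adjusted p = 0.0752 with the replicate as a block), by edgeR, with replicate 1 at 108 and 54.8 CPM and 116 and 100 CPM in normal and mixotrophic cultures. From the fall of crtD and CCD1, the paper concludes that the mixotrophic condition favoured lutein over other carotenoids and apocarotenoids.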

In the case of isoprenoid metabolism (see monoterpene biosynthesis Fig. 4), the downregulation of HMGS, the gene that converts cytosolic acetyl-CoA into HMG-CoA via the mevalonate pathways, is indicative of a general downregulation of the isoprenoid biosynthesis. 

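HMGS (g6367) fell from 163 ± 6.74 to 39.4 ± 2.45 CPM (SD, n = 2), a log2 fold change of -2.06 (standard error 0.10, edgeR adjusted p = 1.45e-16). It was also lower with replicate 1 included, at 185 and 42.7 CPM in normal and mixotrophic replicate 1 and -2.07 over all 6 libraries, adjusted p = 0.000559. Of 6 tested transcripts in the mevalonate BINs 1 was higher and 3 lower (1 and 3 adjusted over the list alone), and 1 higher and 3 lower of 6 over all 6. The list as a whole did not pass, with a camera adjusted p of 0.326 over the 4 and adjusted p = 0.824 with an estimated correlation. Without mixotrophic replicate 3, 2 of the list were higher. The member higher over the 4 libraries was farnesyl diphosphate synthase (g1721), which joins isoprene units to the precursor of sesquiterpenes and sterols, with a log2 fold change of 0.94 (standard error 0.094, edgeR adjusted p = 8.5e-10) and 0.89 over all 6 libraries, adjusted p = 0.00324.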

Further downstream of this pathway showed downregulation of several genes such as those related with phenylpropanoid (lignin) biosynthesis which is cinnamyl alcohol dehydrogenase (CAD); gene related with tocopherol (vitamin E) biosynthesis which is MSBQ methyltransferase; and those related with monoterpenes biosynthesis which isogeranyl diphosphate (GPP) synthase (Supplementary Data 1, and Figure S4)^37^.

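Of 12 transcripts annotated as CAD, which makes the alcohol precursors of lignin, g1467 and g1468 fell from 90.7 to 25.6 CPM and from 45.3 to 14.3 CPM. Their log2 fold changes were -1.84 and -1.69 (standard errors 0.13 and 0.17, edgeR adjusted p = 6.6e-13 and 1.66e-09), and -1.65 (adjusted p = 0.00689) and -1.53 (adjusted p = 0.0114) over all 6 libraries. g400 and g401 were also lower over the 4, whereas g891 and g892 were slightly higher (log2 fold change 0.34 and 0.34, edgeR adjusted p = 9.46e-05 and 0.000109), and none of the 4 passed over all 6. The other 6 CAD transcripts did not pass the test. Of these, 4 belonged to the group low in replicate 1, as did 31 of 45 transcripts in the phenylpropanoid BINs. In those BINs 41 transcripts were tested and 4 were higher and 5 lower (4 and 3 adjusted over the list alone), 4 and 3 with the replicate as a block. The numbers were 0 higher and 2 lower of 41 over all 6. Tested together, these had a camera adjusted p of 0.583 over the 4 and adjusted p = 0.916 with an estimated correlation. Without normal replicate 3 and without mixotrophic replicate 3, 15 and 13 of these were lower, and 3 without either replicate 2. All 4 tested MSBQ methyltransferase transcripts, of the tocopherol pathway, were lower over the 4 libraries, with log2 fold changes from -1.09 (g7189, edgeR adjusted p = 2.99e-10) to -0.62 (g7190, 8.85e-07). None passed over all 6, where g7189 was at -0.76 (adjusted p = 0.113) by edgeR with 54.2 and 58.9 CPM in replicate 1. In the tocopherol BINs, of 12 tested 2 were higher and 4 lower (2 and 4 adjusted over the list alone), 1 and 4 with the replicate as a block. The counts became 0 higher and 0 lower of 12 over all 6. The whole list had a camera adjusted p of 0.374 over the 4 and adjusted p = 0.631 with an estimated correlation. None of the tocopherol transcripts was higher without normal replicate 2 or mixotrophic replicate 2, and 1 without mixotrophic replicate 3. For GPP synthase, g15085 fell from 348 to 197 CPM (log2 fold change -0.84, standard error 0.07, edgeR adjusted p = 2.07e-11, and -0.70 over all 6 libraries, adjusted p = 0.0139). The other transcript, g10785, did not pass (0.25 ± 0.16, adjusted p = 0.188, edgeR, and 0.44 over all 6, adjusted p = 0.153).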

### Fatty acid biosynthesis, and lipid metabolism

The fatty acid biosynthesis in microalgae occurs in two subcellular components; first, de novo synthesis of fatty acids in plastids, and second, conversion into long-chain fatty acid occurs in the endoplasmic reticulum^38^. All transcripts encoding genes related to fatty acid biosynthesis, and TAG synthesis were detected in this *C. sorokiniana* transcriptome (Table 4). 

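All 8 transcripts listed for acetyl coA carboxylase (ACACA), which makes malonyl-CoA for fatty acid synthesis, were lower in mixotrophic cultures over the 4 libraries. g9695, of the homomeric type, fell from 43.2 ± 4.44 to 8.66 ± 0.0651 CPM (SD, n = 2; log2 fold change -2.33, standard error 0.20, edgeR adjusted p = 3.73e-11). A second homomeric transcript, g16344, fell from 316 to 87.8 CPM (-1.86 ± 0.075, adjusted p = 1.24e-18, edgeR). The biotin carboxylase subunit of the heteromeric complex, g9538, fell from 1514 to 522 CPM (-1.56 ± 0.052, adjusted p = 1.35e-20, edgeR). Over all 6 libraries 3 of the 8 were lower (4 with the replicate as a block), g9695 at -2.10 (adjusted p = 0.00158) and g16344 at -1.57 (adjusted p = 0.00365) by edgeR. For g9538 the test was not passed (-1.16, adjusted p = 0.132, edgeR), and it stood at 395 and 486 CPM in replicate 1. The fatty acyl-ACP thioesterase of Table S3, which ends chain growth in the plastid, was lower in both fits. In all, 5 of 17 tested transcripts of that table were higher and 10 lower (2 and 4 over all 6).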

Under mixotrophic condition imposed in this study, the first step of fatty acid synthesis was downregulated, as detected by the downregulation of acetyl coA carboxylation reaction of both types of acetyl coA carboxylase (homomeric, and heteromeric) transcripts (Table S3). The plastidial acetyl coA carboxylase transcripts, whose products form a heteromeric multi-subunit enzyme complex that contains biotin carboxylase activity, whereas the cytosolic acetyl coA carboxylase is a homomeric multifunctional protein that does not contain biotin carboxylase activity^39^.

However, the subsequent steps in the lipid metabolism such as desaturation, and elongation processes were upregulated (Table S4–S6). This is evident by the upregulation of transcripts encoding acetyl coA ACP transacylase (FabH); ketoacyl ACP synthase (FabB, and FabF); oxoacyl ACP reductase (FabG); steryl-ACP desaturase (DESA1); stearoyl-coA desaturase (SCD or desC); and omega-6 desaturase (FAD2 or desA) in biosynthesis, and desaturation processes. 

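The oxoacyl ACP reductase FabG (g15111) rose from 7.28 to 242 CPM (log2 fold change 5.01, standard error 0.13, edgeR adjusted p = 7.03e-23). The desaturase DESA1 (g9912) rose by a log2 fold change of 3.72 (standard error 0.17, edgeR adjusted p = 1.54e-17). FabH (g6303), which starts the chain, went from 30.1 to 60.2 CPM (1.00 ± 0.15, adjusted p = 1.18e-06, edgeR). The ketoacyl ACP synthase g1459 (FabB and FabF) rose as well (1.71 ± 0.23, adjusted p = 2.4e-07, edgeR). Of the other desaturases, FAD2 (g6334) rose from 302 to 668 CPM (1.13 ± 0.063, adjusted p = 2.57e-15, edgeR) and SCD (g6951) from 212 to 412 CPM (0.94 ± 0.069, adjusted p = 1.15e-12). Over all 6 libraries the log2 fold changes were 3.98 (adjusted p = 0.00628) for FabG, 4.21 (adjusted p = 0.00171) for DESA1, 1.13 (adjusted p = 0.00566) for FabH, 0.90 (adjusted p = 0.019) for FAD2 and 0.84 (adjusted p = 0.00737) for SCD, by edgeR. The synthase g1459 did not pass there (1.09, adjusted p = 0.132, edgeR), with 24.9 and 32.2 CPM in normal and mixotrophic replicate 1. None of the 4 listed FabB and FabF transcripts passed over all 6, of which 3 were higher and 1 lower over the 4. Of 9 tested desaturase transcripts in Table S4, 5 were higher and 1 lower (4 and 0 of 8 over all 6). For DESA1, 2 of the 6 listed were higher and 1 lower (2 and 0 over all 6). By BIN, of 9 tested desaturation transcripts 4 were higher and 1 lower (4 and 1 adjusted over the list alone). Called transcripts numbered 2 higher and 0 lower of 9 over all 6. For the list as a set, the result was a camera adjusted p of 0.22 over the 4 and adjusted p = 0.582 with an estimated correlation. For fatty acid synthesis and elongation 67 were tested and 20 were higher and 27 lower (20 and 27 adjusted over the list alone). There were 11 higher and 9 lower of 67 over all 6 (11 and 12 adjusted over the list alone). Taken as a set, they had a camera adjusted p of 0.663 over the 4 and adjusted p = 0.896 with an estimated correlation. Transcripts g1459 and g9912 share their components with others (6 and 11 transcripts in all). The summed counts of these components had log2 fold changes of 1.41 and 0.21 (standard error of the latter 0.051).

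**Figure D4:**
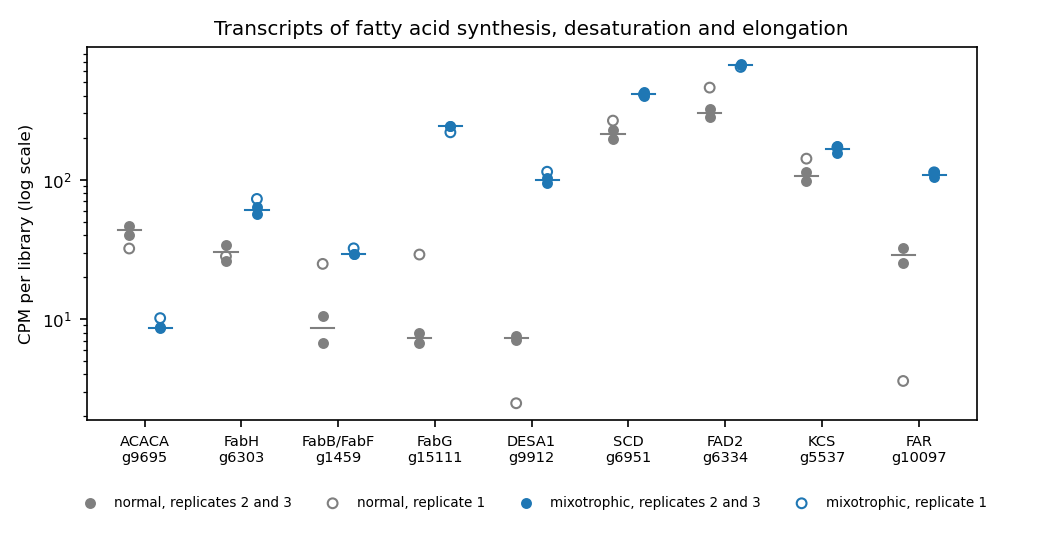
Levels per library, in CPM on a log scale, of transcripts of fatty acid synthesis, desaturation and elongation, with normal libraries in grey, mixotrophic in blue, the mean of replicates 2 and 3 as a line and replicate 1 as an open circle. Mean levels of FabG are 7.28 and 242 CPM, and ACACA is the only one shown that is lower in mixotrophic cultures, at 43.2 and 8.66 CPM.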

DESA1, and desA responsible for desaturation step, and further exported to the cytosol into the acyl-coA, and acyl-lipid pools in the cytoplasm^38–40^. Meanwhile, elongation in endoplasmic reticulum showed upregulated as detected by ketoacyl coA synthase (KCS), acyl-coA reductase (FAR), very-long chain (3R)-hydroxyacyl-coA dehydratase (PAS1), and very long chain enoyl-coA reductase.

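The acyl-coA reductase FAR (g10097), which makes fatty alcohols, rose from 28.8 ± 5.28 to 109 ± 5.5 CPM (SD, n = 2; log2 fold change 1.87, standard error 0.13, edgeR adjusted p = 1.7e-13, and 2.45 over all 6 libraries, adjusted p = 0.0432). The hydroxyacyl-coA dehydratase transcript g16144 rose from 3.43 to 13.7 CPM (1.94 ± 0.34, adjusted p = 1.84e-05, edgeR, and 1.70 over all 6 libraries, adjusted p = 0.0125). In all, 3 of the 4 listed for that enzyme were higher (2 over all 6). The enoyl-coA reductase TER (g3299) went from 14 to 52.1 CPM (1.87 ± 0.17, adjusted p = 1.57e-10, edgeR, and 1.62 over all 6 libraries, adjusted p = 0.00421). The summed counts of the 6 transcripts of its assembly component had a log2 fold change of -0.83. KCS (g5537), the first elongation step, was higher over the 4 libraries (log2 fold change 0.63, standard error 0.093, edgeR adjusted p = 1.09e-06) and not over all 6 (0.50, adjusted p = 0.0639). Of 8 listed KCS transcripts 1 was higher and 3 were lower (none over all 6), and 5 belonged to the group low in replicate 1. Table S6 as a whole had 7 higher and 3 lower of 16 tested (4 and 0 over all 6). Mitochondrial elongation (Table S5) had 3 lower and none higher of 5 transcripts (1 and 0 over all 6), with g3629 at a log2 fold change of -1.18 (edgeR adjusted p = 0.00372, and -1.43 over all 6 libraries, adjusted p = 0.0161).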

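All 5 tested transcripts of TAG lipase (TagL), which releases fatty acids from triacylglycerol, were lower in mixotrophic cultures, over the 4 libraries and over all 6 (4 with the replicate as a block). The strongest, g13560, had a log2 fold change of -1.99 (standard error 0.077, edgeR adjusted p = 4.49e-19) and -1.56 over all 6 libraries, adjusted p = 0.0345 and adjusted p = 0.0587 with the replicate as a block. Replicate 1 held 114 and 92.8 CPM of it, in normal and mixotrophic cultures. For glycerol-3-phosphate *O*-acyltransferase (GPAT), g3177 fell from 260 to 121 CPM (log2 fold change -1.14, standard error 0.081, edgeR adjusted p = 6.72e-13, and -1.51 over all 6 libraries, adjusted p = 0.018). The other listed transcript was higher over the 4 only. Diacylglycerol kinase (DGK) had 8 transcripts, 4 higher and 2 lower over the 4 and 0 and 2 over all 6. Among them was g1540 at -0.94 (edgeR adjusted p = 7.05e-08, and -0.83 over all 6 libraries, adjusted p = 0.00562). Lysophospholipid acyltransferase (LPLAT) had 1 of 2 transcripts higher over the 4 libraries, g3749 (log2 fold change 0.60, standard error 0.20, edgeR adjusted p = 0.0137), at 0.41 (adjusted p = 0.145) over all 6. Diacylglycerol *O*-acyltransferase (DGAT), which makes triacylglycerol, had 1 higher and 2 lower transcripts (1 and 0 over all 6). The higher one was g8796 at 0.75 (edgeR adjusted p = 2.12e-08, and 1.03 over all 6 libraries, adjusted p = 0.0341). The TAG synthesis BIN held 2 tested transcripts, none of which passed edgeR's test or that of DESeq2. They had unadjusted p-values of 0.548 and 0.633 in edgeR (g15057 and g15058). Over the lipid degradation BINs 52 were tested and 6 were higher and 29 lower (6 and 29 adjusted over the list alone). The numbers were 3 higher and 13 lower of 52 over all 6 (3 and 14 adjusted over the list alone). As a set they had a camera adjusted p of 0.00391 over the 4 and adjusted p = 0.432 with an estimated correlation, and adjusted p = 0.0554 over all 6. For β-oxidation there were 3 higher and 9 lower of 15 (3 and 9 adjusted over the list alone, with a camera adjusted p of 0.204 over the 4 and adjusted p = 0.582 with an estimated correlation). These became 2 higher and 0 lower of 15 over all 6 (0 and 0 adjusted over the list alone, 1 and 0 with the replicate as a block), and 5 were lower without mixotrophic replicate 2.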

In the case of glycerolipid, and triacylglycerol (TAG) metabolism, most transcripts detected were downregulated, including, glycerol-3-phosphate *O*-acyltransferase (GPAT), lysophospholipid acyltransferase (LPLAT), TAG lipase (TagL), and diacylglycerol kinase (DGK). 

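All 6 transcripts in the glycolipid synthesis BINs, which make the sugar lipids of thylakoid membranes, were lower in mixotrophic cultures, over the 4 libraries and over all 6 (4 with the replicate as a block). All 6 were also lower when adjusted over the list alone, with a camera adjusted p of 0.00132 over the 4 and adjusted p = 0.432 with an estimated correlation. SQD1 (g10549) fell from 206 to 69.3 CPM (log2 fold change -1.59, standard error 0.085, edgeR adjusted p = 8.04e-16, and -1.78 over all 6 libraries, adjusted p = 0.0052). SQD2 (g4277) went from 87.4 to 43.9 CPM (-1.01 ± 0.12, adjusted p = 1.87e-08, edgeR, and -0.85 over all 6, adjusted p = 0.00892). Phosphatidate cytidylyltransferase (CDS, g1645), which activates phosphatidate for phospholipid synthesis, fell from 51.6 to 10.3 CPM (log2 fold change -2.35, standard error 0.18, edgeR adjusted p = 6.24e-12, and -2.01 over all 6 libraries, adjusted p = 0.0168). CFAS (g7076) fell from 95.1 to 35.7 CPM (log2 fold change -1.44, standard error 0.12, edgeR adjusted p = 1.49e-11, and -1.04 over all 6 libraries, adjusted p = 0.0388 and adjusted p = 0.0742 with the replicate as a block). LCAT (g8168) fell from 33.3 to 12.3 CPM over the 4 libraries (log2 fold change -1.45, standard error 0.21, edgeR adjusted p = 6.26e-07), but did not pass over all 6 (-1.08, adjusted p = 0.129), and normal replicate 1 held less of it than the 11.7 CPM of mixotrophic replicate 1. Phospholipid synthesis BINs went both ways, as of 32 tested 10 were higher and 11 lower (10 and 11 adjusted over the list alone). The counts became 3 higher and 5 lower of 32 over all 6 (2 and 3 with the replicate as a block), and 7 lower without normal replicate 3. Tested together, these had a camera adjusted p of 0.712 over the 4 and adjusted p = 0.856 with an estimated correlation. For Table S7, 7 of 35 tested transcripts were higher and 22 lower (1 and 19 over all 6).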

Several other transcripts encoding genes involved in the synthesis of membrane lipids especially thylakoid membrane such as UDP-sulfoquinovose synthase (SQD1), sulfolipid synthase (SQD2), phosphatidate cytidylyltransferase (CDS), cyclopropane-fatty-acyl-phospholipid synthase (CFAS), and phosphatidylcholinesterol *O*-acyltransferase (LCAT) were also downregulated (Table S7). All these transcripts involved in the formation of membrane components such as digalactosyl diacylglycerol (DGDG), diacylglyceryl *N*,*N*,*N*‐trimethyl homoserine (DGTS), and sulfoquinovosyl diacylglycerol (SQDG) (Fig. 4).

### Carbohydrate metabolism

Generally, most carbohydrate metabolic pathways (such as glycolysis, starch, and sucrose metabolisms) were downregulated (Table S9–S11). However, some transcripts involved in the glycolysis process were upregulated. For example, aldolase (ALDO), triose phosphate dehydrogenase (GAPDH), and phosphoglycerate kinase (PGK) showed upregulation. 

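Sucrose metabolism had mostly lower transcripts in mixotrophic cultures, as of 20 tested transcripts in its BINs 3 were higher and 12 lower (3 and 12 adjusted over the list alone). Called transcripts numbered 2 higher and 11 lower of 20 over all 6 (2 and 7 with the replicate as a block). The whole list had a camera adjusted p of 0.00132 over the 4 and adjusted p = 0.432 with an estimated correlation. Sucrose synthase (SuSy, g11799) fell from 328 to 78.4 CPM (log2 fold change -2.08, standard error 0.079, edgeR adjusted p = 3.07e-19, and -2.01 over all 6 libraries, adjusted p = 0.000538). Sucrose phosphate synthase (SPS, g3995) went from 323 to 150 CPM (-1.12 ± 0.07, adjusted p = 2.98e-14, edgeR, and -0.94 over all 6, adjusted p = 0.0112). Invertase g7508 declined from 82.8 to 25 CPM (-1.74 ± 0.14, adjusted p = 1.05e-11, edgeR, and -1.68 over all 6, adjusted p = 0.0014), while the summed counts of its component had -0.19. Sucrose phosphate phosphatase (SPP, g8208) fell as well (log2 fold change -1.11, standard error 0.085, edgeR adjusted p = 3.48e-12, and -0.87 over all 6 libraries, adjusted p = 0.0447 and adjusted p = 0.0587 with the replicate as a block). The higher transcripts g8472 and g8474 of this list encode fructose 1,6-bisphosphatase, which makes fructose 6-phosphate, at log2 fold changes of 0.90 and 0.84 (edgeR adjusted p = 6.32e-08 and 1.33e-07), and 0.99 (adjusted p = 0.00293) and 0.89 (adjusted p = 0.0027) over all 6. Starch degradation had 23 tested transcripts, of which 4 were higher and 13 lower (4 and 13 adjusted over the list alone). There were 3 higher and 6 lower of 23 over all 6. For the list as a set, the result was a camera adjusted p of 0.131 over the 4 and adjusted p = 0.582 with an estimated correlation. Alpha-amylase g10293 fell from 430 to 121 CPM (log2 fold change -1.85, standard error 0.073, edgeR adjusted p = 6.87e-19, and -1.50 over all 6 libraries, adjusted p = 0.0177). Beta-amylase g6070 went from 161 to 106 CPM (-0.63 ± 0.084, adjusted p = 1.94e-07, edgeR, and -0.66 over all 6, adjusted p = 0.00765). Starch synthesis went both ways, as of 25 tested 9 were higher and 11 lower (9 and 12 adjusted over the list alone). The numbers were 3 higher and 8 lower of 25 over all 6 (3 and 9 adjusted over the list alone, 1 and 7 with the replicate as a block). Its median log2 fold change was 0.08 while the set test pointed down, with a camera adjusted p of 0.632 over the 4 and adjusted p = 0.896 with an estimated correlation. All 7 tested branching enzymes (glgB) were lower, and 5 over all 6. Of these, g6526 was at -2.14 (edgeR adjusted p = 1.1e-15, and -1.78 over all 6 libraries, adjusted p = 0.0158). Starch synthase glgA (g4463) fell from 34.9 to 14.7 CPM (-1.28 ± 0.19, adjusted p = 1.16e-06, edgeR, and -1.15 over all 6 libraries, adjusted p = 0.00568). For this enzyme 2 of 5 tested transcripts were higher and 1 lower (0 and 1 over all 6). ADP-glucose pyrophosphorylase (glgC), the first committed step of starch synthesis, was higher in 4 of 5 transcripts (2 over all 6, 1 with the replicate as a block). Tables S10 and S11 had 6 and 0 higher and 16 and 13 lower of 27 and 17 tested (2 and 0, and 10 and 11, over all 6, and 1 and 0, and 9 and 7, with the replicate as a block).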

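Transcripts of glycolysis went both ways in mixotrophic cultures. Aldolase (ALDO, g1130) rose from 19.1 to 46.6 CPM (log2 fold change 1.27, standard error 0.16, edgeR adjusted p = 9.3e-08). The triose phosphate dehydrogenase GAPDH (g1136) rose from 38.9 to 98.8 CPM (1.32 ± 0.12, adjusted p = 6.49e-11, edgeR) and PGK (g11171) from 140 to 308 CPM (1.12 ± 0.074, adjusted p = 1.24e-13). Each was higher in every mixotrophic than in every normal library, replicate 1 included (ALDO and PGK carry Calvin cycle BINs). Phosphofructokinase (pfkA, g13385), which commits sugar to the pathway, fell, with a log2 fold change of -2.60 (standard error 0.40, edgeR adjusted p = 2.02e-06). Pyruvate kinase (PK, g69) fell from 197 to 40.7 CPM (-2.30 ± 0.10, adjusted p = 2.4e-18, edgeR) and phosphoglycerate mutase (iPGM, g15162) from 40.3 to 6.5 CPM (-2.62 ± 0.23, adjusted p = 4.13e-11). The log2 fold changes over all 6 libraries were 1.10 (adjusted p = 0.0177), 1.29 (adjusted p = 0.00135) and 0.96 (adjusted p = 0.00713) for ALDO, GAPDH and PGK, and -2.39 (adjusted p = 0.00294), -2.62 (adjusted p = 0.00189) and -2.38 (adjusted p = 0.00229) for pfkA, PK and iPGM, by edgeR. Among the transcripts of Table S9, 8 of 11 for PK were higher and 2 lower over the 4 libraries (1 and 2 over all 6). For PGK, 3 of 6 were higher and 2 lower (2 and 0 over all 6). For iPGM, 2 of 7 tested were higher and 5 lower (1 and 5 over all 6, 1 and 2 with the replicate as a block). For pfkA, 1 of 9 was higher and 4 lower (1 and 4 over all 6, 0 and 3 with the replicate as a block). Hexokinase and triose phosphate isomerase did not pass the test. The table had 20 higher and 14 lower of 48 tested (8 and 11 over all 6, 7 and 7 with the replicate as a block). Over the glycolysis BINs, of 63 tested 21 were higher and 24 lower (22 and 25 adjusted over the list alone). The counts became 4 higher and 18 lower of 63 over all 6 (6 and 21 adjusted over the list alone). The median log2 fold change was 0.00833 while the set test pointed down, with a camera adjusted p of 0.806 over the 4 and adjusted p = 0.922 with an estimated correlation. The summed counts of the 5 transcripts in the component of iPGM had a log2 fold change of 0.35, and those of the 6 in that of PGK 0.08 (standard error 0.045), which did not pass.

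**Figure D5:**
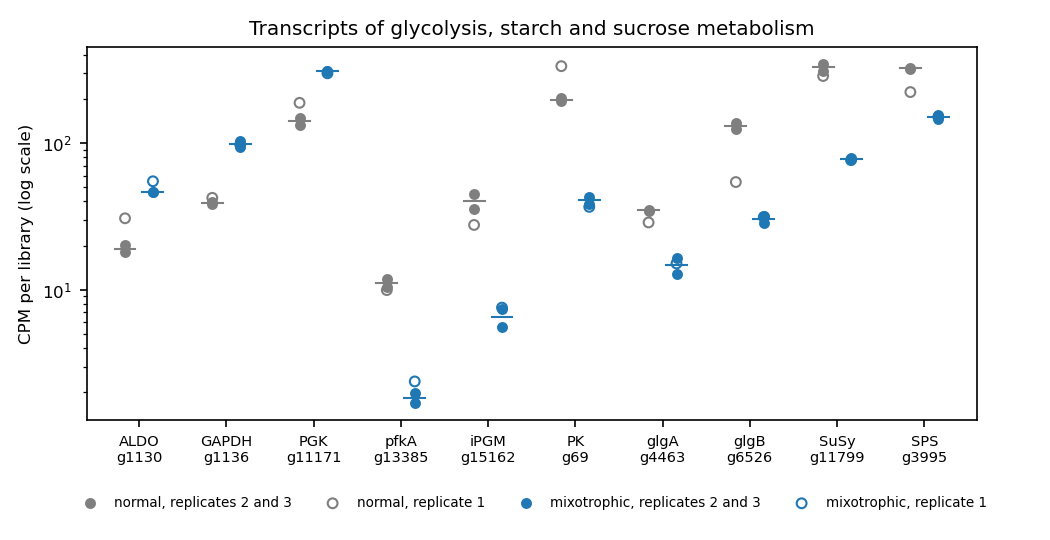
Levels per library, in CPM on a log scale, of transcripts of glycolysis, starch and sucrose metabolism, with normal libraries in grey, mixotrophic in blue, the mean of replicates 2 and 3 as a line and replicate 1 as an open circle. ALDO, GAPDH and PGK lie higher in mixotrophic libraries and the others lower, as SuSy with means of 328 and 78.4 CPM.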

Whilst, the other transcript in all three pathways showed downregulation.

### Validation of gene expression through quantitative real-time PCR

Quantitative real-time PCR (RT-qPCR) was used to validate 7 differentially expressed genes identified by RNA-seq. The genes were chosen from each of the important pathways in the transcriptomic analysis of RNA-seq data. For example, stearyl-ACP desaturase (DESA1) from desaturation of fatty acid, malate dehydrogenase (MDH) from TCA cycle, 2-C-methyl-d-erythritol 4-phosphate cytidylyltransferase (IspD) from MEP pathway, Acetyl-Coa carboxylase (ACACA) from fatty acid biosynthesis pathway, TAG lipase (TagL) from TAG biosynthesis pathway, 1,4-glucan branching enzyme (glgB) from starch biosynthesis pathway, and phosphofruktokinase (pfkA) from glycolysis pathway. The primers used for each target genes, and selected housekeeping genes with their efficiency, and R^2^ data are shown in Table 5. In RNA-seq sequencing results, the expression levels of DESA1, MDH, and IspD were significantly upregulated, whilst the expression of ACACA, TagL, glgB, and pfkA were significantly downregulated in mixotrophic conditions. 

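DESA1 (g9912) stood at 7.33 ± 0.323 CPM in normal and 99.1 ± 5.71 CPM in mixotrophic libraries (SD, n = 2), and at 2.49 and 114 CPM in normal and mixotrophic replicate 1. Malate dehydrogenase (MDH) of the glyoxylate cycle BIN was higher in g3766 and g3767, in both fits, the former from 3.73 to 23.9 CPM (log2 fold change 2.66, standard error 0.29, edgeR adjusted p = 4.48e-09, and 2.82 over all 6 libraries, adjusted p = 0.00081). Of the further transcripts with a malate dehydrogenase annotation, g12101 was lower (log2 fold change -1.94, edgeR adjusted p = 8.35e-22, and -1.74 over all 6 libraries, adjusted p = 0.00382). In contrast, g1077, which carries the isocitrate dehydrogenase BIN, was higher by 0.46 (edgeR adjusted p = 1.71e-07, and 0.62 over all 6 libraries, adjusted p = 0.0357 and adjusted p = 0.0539 with the replicate as a block). The lipase TagL (g13560) had 323 ± 15 CPM in normal and 82.4 ± 0.86 CPM in mixotrophic libraries, and glgB (g6526) 131 ± 9.87 and 30.2 ± 2.63 CPM. The fold change that the paper prints for TagL is that of another listed transcript, g13554. It stood at 187.9 and 193.5 CPM in normal and 79.77 and 73.33 CPM in mixotrophic replicates 2 and 3. In mixotrophic libraries pfkA (g13385) stood at 1.83 ± 0.201 CPM. In replicate 1, pfkA was at 9.95 and 2.37 CPM in normal and mixotrophic cultures, and glgB at 54.2 CPM in the normal one. The RT-qPCR values were not analysed here.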

The gene expression profile based on RT-qPCR was highly correlated (R = 0.916) with RNA-seq confirming the reliability, and validity of the RNA-seq technique (Fig. 5).

**Table 5:** Housekeeping, and target genes, and their primers used for RT-qPCR.

Gene symbol	Target gene	Forward/reverse primers (5′–3′)	Product size (bp)	Efficiency value (%)	R^2^
RPL	Ribosomal protein L19	GTCTGGCTGGACCCCAATGA	143	90.4	0.999
		GCCTCTGCTGCGGTGC			
A-tub	Alpha-tubulin	CACAGTTTACCCGTCTCCCC	185	97.6	0.996
		TCAGCCGGTTAAGGTTGGTG			
PCNA	Proliferating cell nuclear antigen	TGGGCCTGAACCTGAACAAC	301	90.3	0.987
		TTGATGCCCTCCTTCGTCAC			
DESA 1	Stearyl-ACP desaturase	TGCTGGGTCGCTTCCTCTAC	397	94.3	0.995
		CCGTTGTTCAGCTCCGAGTG			
MDH	Malate dehydrogenase	TCACCAAGGAGGAGATTGAG	342	105.3	0.989
		CGCCTGTCTTAATGTTGGTC			
IspD	2-C-methyl-D-erythritol 4-phosphate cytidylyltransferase	CTGGTGGCAATTCACGACTC	263	99.3	0.981
		TCAGTGACCTCCAGCTTCTC			
ACACA	Acetyl Coa carboxylase	GCATGGCCGACCAGTTTGTG	347	94.1	0.966
		CCGGTCGTAGACATCAGGTG			
pfkA	Phosphofruktokinase	CAAGCCCATCACCCTTACCC	298	91.5	0.991
		CTCCACAGCCGTCTCAAACC			
TagL	TAG lipase	GCTGCTGGAACACCAGATGC	357	105.6	0.965
		GGCGCTGTCAGGTAGTTGAG			
glgB	1,4-glucan branching enzyme	GAGCGCGATGACTTTGGCAC	358	98.2	0.948
		TGGCGTTGTAGCCCAGCTTC

**Figure 5:**
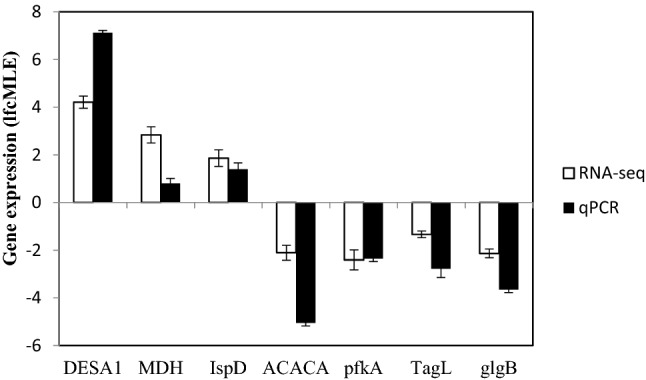
RT-qPCR validation of the gene expression patterns. The white bars represent the changes in the transcript from RNA-seq, and the black bars represent the relative expression level estimated by RT-qPCR. Whisker in each bar represents standard error.

## Discussion

*Chlorella sorokiniana* can grow in various growth conditions making them a target organism for sustainable metabolite production. Findings from several microalgae have previously shown that mixotrophic conditions are more desirable to achieve both higher growth rates, and biomass yields (and even lipid content)^41,42^. In the present study, we induced the production of carotenoids, and lipids production through glucose assimilation, and light mixotrophic condition, and investigated the expression of genes involved in carotenoids, and lipid accumulation at the transcriptome level for the very first time. However, this transcriptomic analysis is not a substitute for detailed gene, and pathway studies, but it provides a broad overview of the important metabolic process from which to efficiently build a hypothesis that can guide future detailed studies on improving the carotenoid production, and lipid accumulation in this and others microalgae.

In the case of isoprenoids biosynthesis, there were two pathways responsible for the production of these biomolecules; the MVA, and MEP pathway. The incomplete genes for MVA pathway in this *C. sorokiniana* transcriptome suggest that the production of isoprenoids was dependent on MEP pathway that exists in the plastid. In our study, we found that homologs of the MVA pathway genes such as hydroxymethyl-glutaryl-CoA (HMG-coA) synthase (HMGS) exist in *C. sorokinina*. Conversely, homologs encoding hydroxymethyl-glutaryl-CoA reductase (HMGR), mevalonate kinase (MVK), phosphomevalonate kinase (PMK), and diphosphomevalonate decarboxylase (MVD) were absent. These results were proportional to the results of studies on *Ulva prolifera*^30^, *Porphyra umbilicalis*^29^, and *Chlorella zofingiensis*^40^. From the findings, the mixotrophic condition used in this study reduced the expression of sterols, sesquiterpenes, and triterpenes. These isoprenoids are secondary metabolites responsible to produce various bioactive compounds (such as antioxidant, antibacterial, antifungal, etc.) in microalgae^40^. The downregulation of the genes related to isoprenoids biosynthesis might explain our previous results regarding the level of phenolic compound, and their lowered antioxidant activity compared to normal growth condition^31^.

Meanwhile, for carotenoids biosynthesis located in the plastids showed that under mixotrophic condition lutein production was more favorable compared to the other carotenoids production. Our result was similar to the study done by Xiao et al*.*^18^, which they found two β-ring hydroxylases were upregulated in *Auxenochlorella protothecoides* culture that produced the highest lutein production. There are two routes leading to lutein production from α-carotene: β-ring hydroxylation to zeinoxanthin followed by ε-ring hydroxylation to lutein or ε-ring hydroxylation to α-cryptoxanthin, followed by β-ring hydroxylation to lutein^43^. In our transcriptome data, the second step after β-ring hydroxylation which is ε-ring hydroxylase was upregulated leading to lutein production was similarly found by Xiao et al*.*^18^. In terms of cultivation strategies, they used a two-step transition process from heterotrophic to photoautotrophic condition to increase lutein production—i.e. glucose as the carbon source in heterotrophic growth followed by illumination. The other study that used acetate as the carbon source in the mixotrophic growth of *C. sorokiniana*, however, their transcriptomic result obtained did not show any genes related to carotenoid production, either lutein or astaxanthin, being differentially expressed^44^. This indicates that glucose shows better results for lutein production compared to acetate. One study has also shown that glucose was the best carbon source for mixotrophic growth of all the *Chlorella* strains for increasing microalgal biomass, followed by glycerol, sodium acetate, and sucrose^12^. Furthermore, although genes related to the other carotenoid production such as β-carotene, and astaxanthin were detected in this *C. sorokinina* transcriptome, the mixotrophic condition was not suitable for their production. Thus, if pigments (such as β-carotene, and astaxanthin) are needed to be produced from this microalgae, different induction strategies will need to be ascertained.

In lipid metabolism, the downregulation of the first step in fatty acid synthesis followed by the upregulation of genes downstream of fatty acid synthesis, including elongation, and desaturation, showed contradictory results from one earlier study^21^. However, this pattern of regulation showed feedback inhibition of fatty acid synthesis like proposed by Andre et al*.*^45^. Our result was similar to Sirikhachornkit et al.^46^ who found the concomitant accumulation of TAG with downregulation of TAG, and DAG lipase genes under nitrogen deficiencies in *S. acutus*. Thus, these findings may provide a potential target for designing strategies for increasing fatty acid synthesis in microalgae. Meanwhile, the changes in the membrane lipid metabolism were due to the effect of carbon partitioning during mixotrophic conditions. This was discussed in detail by Alboresi et al*.*^47^, and Han et al*.*^48^ who investigated the effect of light, and nitrogen deprivation on *Nannochloropsis sp.* cultures using a combination of omics approach. In their studies, they found that chloroplast polar lipids were decreased, while the other membrane components were increased. This happened due to the accumulation of lipid accompanied by the regulation of inorganic phosphate transport across the chloroplast membranes, and tuning the carbon metabolic allocation between cell compartments such as cytoplasm, mitochondrion, and endoplasmic reticulum. Furthermore, the assimilation of glucose during mixotrophic conditions assisted the accumulation of lipids where the carbon skeleton from glycolysis, gluconeogenesis, and starch degradation might be directly channeled into fatty acids synthesis. The activities of enzymes involved in the starch synthesis pathway were down-regulated in this study supporting the hypothesis of starch to lipid shift under stress condition^49^. Since both synthesis of starch, and TAG share carbon precursors, blocking the starch synthesis can shift the carbon flux towards fatty acid, and TAG accumulation. Several other studies in different microalgae such as *C. reinhardtii*^50^, *Dunaliella tertiolecta*^51^, and *Scenedesmus obliquus*^52^, which have mutations that affected starch accumulation showed an increase in total lipid, and TAG contents under nitrogen deficiencies. In this study, lipids were stored in the form of polyunsaturated fatty acids which was similarly found by other researchers that also studied the effect of mixotrophic condition for biofuel production^53^. Many studies also reported that the microalgae would only produce either lipids or starch in order to increase the specific product yields. This was also seen in other microalgae such as *Chlamydomonas reinhardtii,* and *Miracritinum pusillum*^54–56^. On the other hand, repressing the β-oxidation is a clear strategy for maintaining a higher concentration of fatty acid within cells.

Transcriptomic analysis of *C. sorokiniana* under mixotrophic conditions enabled the exploration of a broad diversity of genes, and pathways. From the analysis, 18,310 assembled transcripts were obtained. The functional annotation, and classification of these transcripts provided a better understanding of *C. sorokiniana* transcriptome, and its molecular basis under mixotrophic conditions where glucose was added, and moderate light intensity were used. The findings point to several molecular mechanisms that potentially drive the overproduction of high-value metabolites such as carotenoids especially for lutein, unsaturated fatty acids synthesis, TAG accumulation. Meanwhile, the mixotrophic condition could repress the starch synthesis, sucrose synthesis, and isoprenoid biosynthesis. The transcriptome analysis supported the previous biochemical and morphological findings of *C. sorokiniana* cultured under photoautotrophic and mixotrophic conditions^31^.

## Materials and methods

### Strain

The *Chlorella sorokiniana* (NIES-2168) used in this study was obtained from the Marine Biotechnology Lab at the Faculty of Agriculture, Universiti Putra Malaysia, which had originally obtained from NIES (National Institute of Environmental Studies, Japan).

### Experimental design

The microalgae were cultured in Bold’s Basal Medium (BBM) (PhytoTechnology Laboratory®, USA). The stock medium was diluted from 50 × to 1 × using sterile distilled water, and adjusted to pH 6.6 using 1 M NaOH. Sterilisation was performed by autoclaving for 20 min at 121 °C. At the beginning of microalgae pre-culture preparation, the microalgae were first inoculated with 10% (vol/vol) of an exponentially growing culture, and allow to grow under continuous light with an intensity of approximately 10 µmol photons m^−1^ s^−1^ with a shaking speed of 30 rpm at 27 °C. These pre-culture microalgae were allowed to grow until mid-logarithmic phase at day 15, which produce approximately 2.5–3.0 × 10^6^ cells/mL. Then, the culture was divided into two flasks for normal, and mixotrophic conditions respectively. Each of the flasks contained 100 mL of 2 × 10^6^  cells/mL of *C. sorokiniana* culture. Cultures for the normal condition was allowed to grow under the same condition as pre-culture, whereas culture for mixotrophic condition was allowed to grow under moderate light intensity (100 µmol photons m^−1^ s^−1^), and supplemented with 2% glucose^31^. Both cultures were allowed to continue growing for 7 days. The experiments were conducted in a shaking incubator, and a conical flask was used as the growth chamber. A white fluorescence light source was located above the cultures. All experiments were repeated independently in triplicates. The microalgae were harvested by separating the pellet from the medium by centrifugation at 10,000 rpm for 10 min. The pellet was then flash-frozen using liquid nitrogen, and stored at − 20 °C prior to use.

### RNA extraction

Total RNA was extracted using TRIzol method. Briefly, 100 mg of frozen tissue was ground using a prechilled mortar, and pestle into a fine powder. 1 mL TRIzol reagent (Invitrogen, California) was added to the ground tissue, and homogenisation continued until no visible debri remains. The homogenised samples were incubated at room temperature for 5 min. Chloroform with 0.2 times the volume of Trizol solution was added to the solution, and the mixture was vortexed vigorously for about 15 s, and incubated at room temperature for 2 to 3 min. After centrifugation, the aqueous layer was transferred to a column of RNeasy from a mini RNA isolation kit (Qiagen, Germany) for further purification. The residual DNA was eliminated by performing a column DNase digestion at 37 °C for 30 min. The integrity of the extracted RNA was determined by gel electrophoresis, and its concentration was measured using a biospectrometer (Eppendorf, Germany).

### Library preparation, and Illumina sequencing

The library for RNA-sequencing was prepared using NEBNext Ultra Directional RNA Library Prep kit for Illumina from New England Biolabs (NEB, UK) according to the manufacturer's protocol. The molarity, and libraries sizes were assessed on an Agilent 2100 Bioanalyzer (Agilent Technologies, Germany). Sequencing of 100 bp paired-end reads was performed on the Illumina HiSeq 2000 at HIR Central Lab High End Instrument, University of Malaya, Malaysia.

### De novo* transcriptome assembly, and annotation*

Filtered paired-end reads of each sample were pooled, separated into their respective orientation, and collapsed further to retain only the unique non-redundant reads using the FASTX-toolkit (https://hannonlab.cshl.edu/fastx_toolkit/). The transcriptome de novo assembly was performed using Trinity (version 2.0.6) with default settings^32^. Gene predictions, and protein-coding potential of the de novo assembled transcripts were determined using AUGUSTUS (version 2.5.5)^57^. To obtain an accurate gene model, the *Chlamydomonas reinhardtii* sequence (genes, and proteins), and gene structure was used to train AUGUSTUS. A comprehensive annotation of the protein-coding gene, and protein repertoire were performed using BLASTN, and BLASTX, respectively against the NCBI non-redundant, SwissProt (and UniProt), Refseq, KEGG (Kyoto Encyclopedia of Genes, and Genomes)^58^, and GO (Gene Ontology) databases using a threshold of E-value < 10^–5^ to define significant hits, and for ascribing potential gene function. Functional MapMan BIN categories were ascribed to predicted genes using the Mercator^59^. Default parameters were used with additional ‘CHLAMY’, and ‘IPR’ settings enabled.

### Differential gene expression, and functional enrichment analysis

The alignment of filtered paired-end reads against the predicted protein-coding genes was performed using Subread aligner^60^, and counting of reads (read summarization) was performed with Feature Counts^61^ with default settings in R software^62^. Differential gene expression analysis was carried out using DESeq2^63^, and genes were defined as significantly different between treatment conditions, and controls at a false discovery rate (FDR) < 0.05. Transcript abundance was estimated using DESeq2 using the variance stabilization normalization (VST). Enrichment of MapMan BINs categories was determined by Fisher’s exact test adjusted with Bonferonni correction for multiple testing correction using the Corto tool^64^. 

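The deposited enrichment table lists 22 BINs for higher and 6 for lower transcripts, and 2 of them are under-represented. These are secondary metabolism among the higher and photosynthesis among the lower transcripts, where a smaller share is called inside the BIN than outside it. Of the listed BINs, 13 were enriched in the same direction in the comparison of 4 libraries and 21 in that of 6. The 2 under-represented ones could not be among these, as the test here was one-sided for enrichment. Chloroplast ribosomal proteins, the TCA cycle, metal transport and ABC transporters were enriched in all of these. The BINs of chromatin remodeling factors and MAP kinases, listed for lower transcripts, were enriched in neither comparison made here. The same held for the BINs of protein and of mitochondrial electron transport, listed for higher ones. The deposited fold change table, with 3753 transcripts (1780 higher and 1973 lower), was made from all 6 libraries, since its mean counts equal those of the 6 within a relative difference of 5e-10. Of its transcripts, 3740 were called in the same direction over the 4 libraries and 3250 over all 6 by edgeR, and none in the opposite direction.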

MapMan BIN categories were deemed significantly enriched at an adjusted *P* value < 0.05.

### Quantitative real-time PCR (RT-qPCR) validation

Quantitative real-time PCR (RT-qPCR) was carried out to validate the results of the RNA-seq. Total RNA was extracted using TRIzol method as described for RNA extraction. The reverse transcription step for the preparation of the cDNA library was performed using SensiFAST cDNA Synthesis Kit (Bioline, UK) according to the manufacturer’s instructions. Three-hundred nanograms of the RNA template from each sample were converted into cDNA in 20 µL. The control was prepared by using a similar amount of total RNA that was subjected to the cDNA synthesis reaction without the presence of reverse transcriptase. A 300 ng cDNA template pool produced from the reverse transcription reaction was subsequently used to assess housekeeping genes, and target genes transcript levels in real-time PCR assays. The information of primers used for housekeeping genes, and target genes are presented in Table 5.

## Supplementary information

Supplementary Information 1.

Supplementary Information 2.

## Data Availability

The authors declare that all the data in this manuscript are available.

# Supplementary material for: De novo transcriptome analysis of Chlorella sorokiniana: effect of glucose assimilation, and moderate light intensity
**Source:** Sci Rep. 2020 Oct 15;10:17331. doi: 10.1038/s41598-020-74410-4
**Supplement:** Supplementary file 1 — Supplementary Information 1.

**De Novo transcriptome analysis of Chlorella sorokiniana: Effect of glucose assimilation and moderate light intensity**

Siti Nor Ani Azaman^1^, Darren C. J. Wong^2^, Sheau Wei Tan^3^, Fatimah M. Yusoff^4,5^, Norio Nagao^4,6^, Swee Keong Yeap^7^

**Figure S1**

Figure S1. MA-plot contrasting gene expression levels between normal and stress conditions based on normalized counts. The plot depicts the shrinkage of log_2_ fold changes resulting from the incorporation of zero-centered normal prior. Red and grey points are DE and non-DE transcripts, respectively. Triangles depict shrunken log_2_ fold change point a greater and/or lesser than -3 and 3 log_2_ fold change. Each dot in the MA plot corresponds to a gene. The x-axis represented the mean expression which corresponds to the average counts adjusted by library size factors (normalization constant) of the sample, and y-axis represented the log_2_ fold change, which describes how much a quantity changes from one condition to another.

**Figure S2**

Figure S2. Functional categories of differentially expressed genes based on annotation with KEGG database. The blue bars represent the upregulated DEGs, the red bars represent the downregulated DEGs in stress conditions.

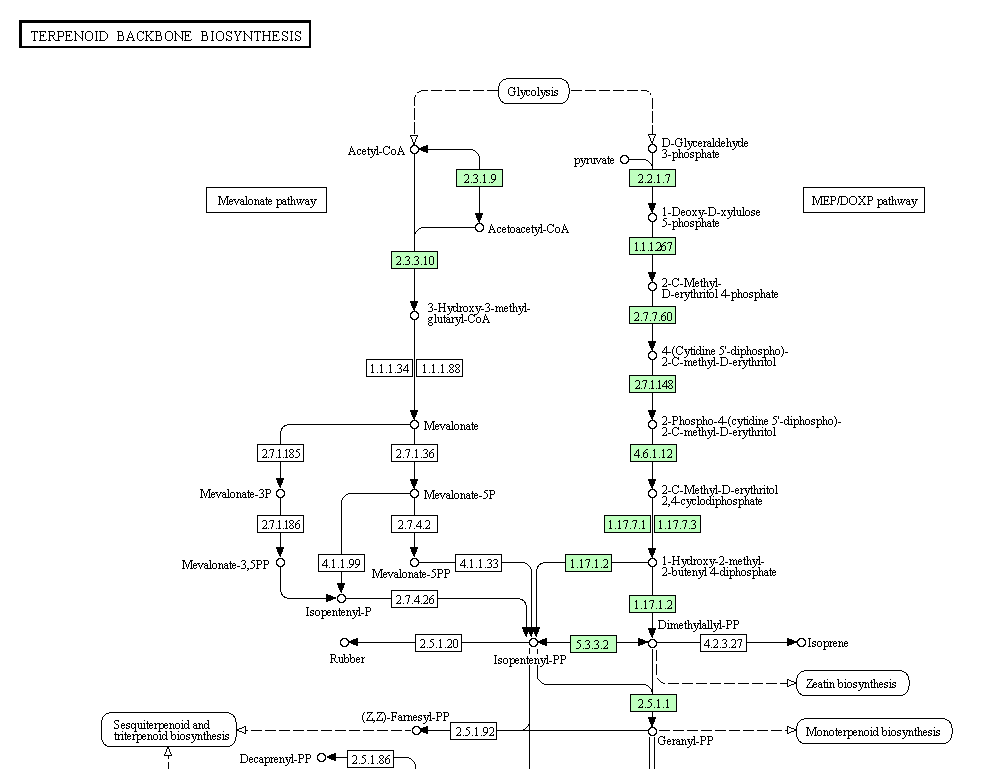

## Figure S3. Biosynthetic pathways for the generation of the isoprenoid building units, isopentenyl diphosphate (IPP) and dimethylallyl diphosphate (DMAPP) (highlighted in red box) reconstructed based on the *de novo* assembly and annotation of *C. sorokiniana* transcriptome. Green dot represents biomolecules, while green box highlighted the enzymes found in the *C. sorokiniana* transcriptome.

Table S1. Non Mevalonate (or MEP) pathway

| **Enzyme** | **EC number** | **Gene name** | **Transcript found** | **Log^2^ fold change** | **Modulation** |
| --- | --- | --- | --- | --- | --- |
| DOXP synthase | EC 2.2.1.7 | Dxs | 5 (g10694, g10696, g10698, g10700, g10702) | X | X |
| DOXP reductase | EC 1.1.1.267 | IspC | 2 (g16125, g16126) | X | X |
| 2-C-methyl-D-erythritol 4-phosphate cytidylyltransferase | EC 2.7.7.60 | IspD | 1(g17151) | 1.86231 | UP |
| 4-diphosphocytidyl-2-C-methyl-D-erythritol kinase | EC 2.7.1.148 | IspE | 1(g14585) | X | X |
| 2-C-methyl-D-erythritol 2,4-cyclodiphosphate synthase | EC 4.6.1.12 | IspF | 2 (g11740, g11741) | X | X |
| HMB-PP synthase | EC 1.17.7.1 ,  EC 1.17.7.3 | IspG | 1(g9697) | 0.408189 | UP |
| HMB-PP reductase | EC 1.17.1.2 | IspH | 1(g8508) | X | X |
| isopentenyl-diphosphate delta-isomerase | EC:5.3.3.2 | idi, IDI | 1(g3291) | X | X |

Table S2. Carotenoid biosynthesis and catabolism pathway

| **Enzyme** | **EC number** | **Gene name** | **Transcript found** | **Log^2^ fold change** | **Modulation** |
| --- | --- | --- | --- | --- | --- |
| Zeta-carotene desaturase | EC:1.3.5.6 | ZDS, crtQ | 2 (g16142, g16143) | X | X |
| Phytoene synthase | EC:2.5.1.32  EC 2.5.1.99 | crtB | 1 (g9836) | X | X |
| 15-cis-phytoene desaturase | EC:1.3.5.5 | PDS, crtP | 2 (g17941, g17944) | X | X |
| Lycopene beta-cyclase | EC:5.5.1.19 | lcyB, crtL1, crtY | 2 (g6623, g6625) | X | X |
| Lycopene epsilon-cyclase | EC:5.5.1.18 | lcyE, crtL2 | 1 (g10098) | 1.043778 | UP |
| Prolycopene isomerase | EC:5.2.1.13 | crtISO, crtH | 1 (g9191) | X | X |
| Zeaxanthin epoxidase | EC:1.14.15.21 | ZEP, ABA1 | 1 (g12090) | X | X |
| 9-cis-epoxycarotenoid dioxygenase | EC:1.13.11.51 | NCED | 1 (g11033) | X | X |
| Lycopene cyclase CruA | EC:5.5.1.19 | cruA | 1 (g3702) | X | X |
| Zeta-carotene isomerase | EC:5.2.1.12 | Z-ISO | 1 (g5452) | X | X |
| Beta-carotene 3-hydroxylase | EC:1.14.13.129 | crtZ | 1 (g7095) | X | X |
| Beta-ring hydroxylase | EC:1.14.-.- | LUT5, CYP97A3 | 1 (g5043) | X | X |
| Epsilon ring hydroxylase | EC 1.14.99.45 | LUT1, CYP97C1 | 1 (g7094) | 0.979892 | UP |
| Carlactone synthase | EC:1.13.11.69  EC 1.13.11.70 | CCD8 | 1 (g9055) | X | X |
| Phytoene dehydrogenase | EC:1.3.99.- | crtD | 1 (g10417) | -0.89393 | DOWN |
| Carotenoid cleavage dioxygenase | EC:1.14.99.n4 | CCD1 | 1 (g8971) | -1.45354 | DOWN |
|  |  |  |  |  |  |

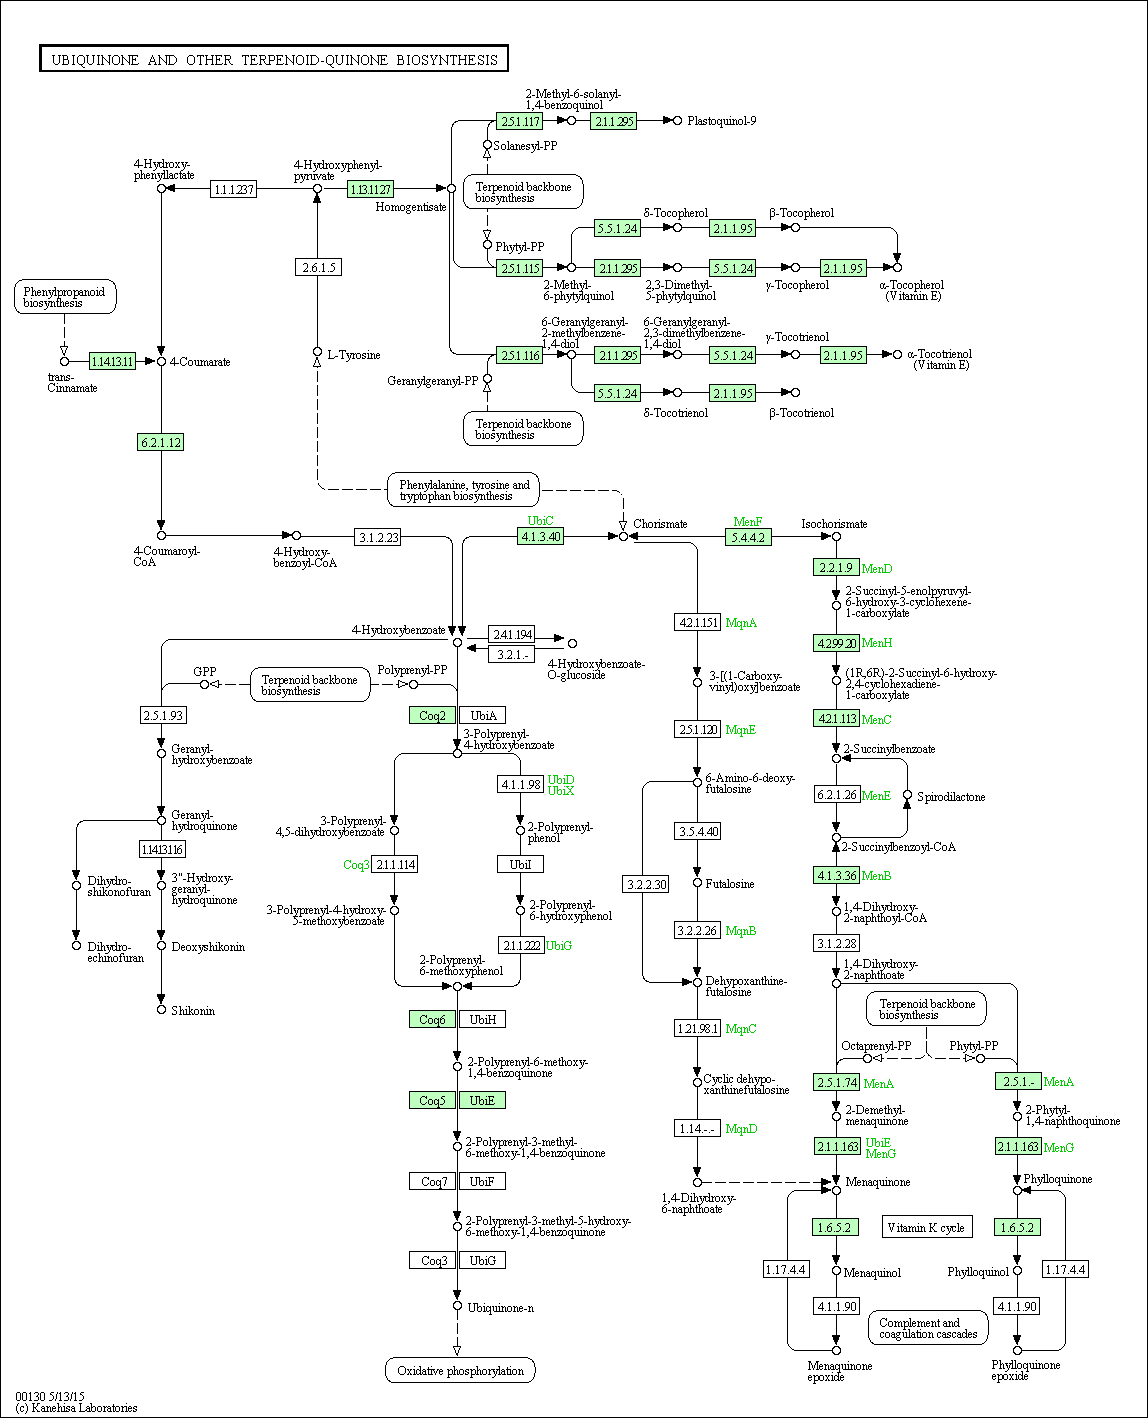

Figure S4. Biosynthetic pathways for the generation of the isoprenoid and other terpenoids, such as phenylpropanoids (lignin) and tocopherols (vitamin E). Green box highlighted the enzymes found in the *C. sorokiniana* transcriptome.

Table S3. Fatty acid biosynthesis pathway

| **Enzyme** | **EC number** | **Gene name** | **Transcript found** | **Log^2^ fold change** | **Modulation** |
| --- | --- | --- | --- | --- | --- |
| Acetyl Coa carboxylase (plastid and cytosol) | EC 6.4.1.2 | ACACA | 8 (g6564, g9695, g16344, g9538, g5870, g7112, g8672, g8673 | -2.10657 | DOWN |
| Acetyl CoA ACP transacylase | EC 2.3.1.38,  EC 2.3.1.39 | ACAT, KASIII, FabH | 1 (g6303) | 1.13192 | UP |
| Malonyl CoA:ACP transacylase | EC 2.3.1.39 | FAS, FabD | 2 (g3184, g3185) | X | X |
| 3-ketoacyl-ACP synthase | EC 2.3.1.41 @ EC 2.3.1.179 | KASI, KASII, FabB, FabF | 4 (g1456, g1459, g13471, g14611) | 1.728205 | UP |
| Oxoacyl-ACP reductase | EC 1.1.1.100 | FAS2, FabG | 3 (g15111) | 5.024732 | UP |
| 3-Hydroxyacyl ACP dehydrase | EC 4.2.1.17 | ECH, FabZ | 1 (g10965) | X | X |
| Enoyl-ACP reductase | EC 1.3.1.9 | EAR, FabI | 2 (g16371, g16373) | X | X |
| Fatty acyl-ACP thioesterase A | EC 3.1.2.14 | FATA, FatB | 1 (g6994) | X | X |

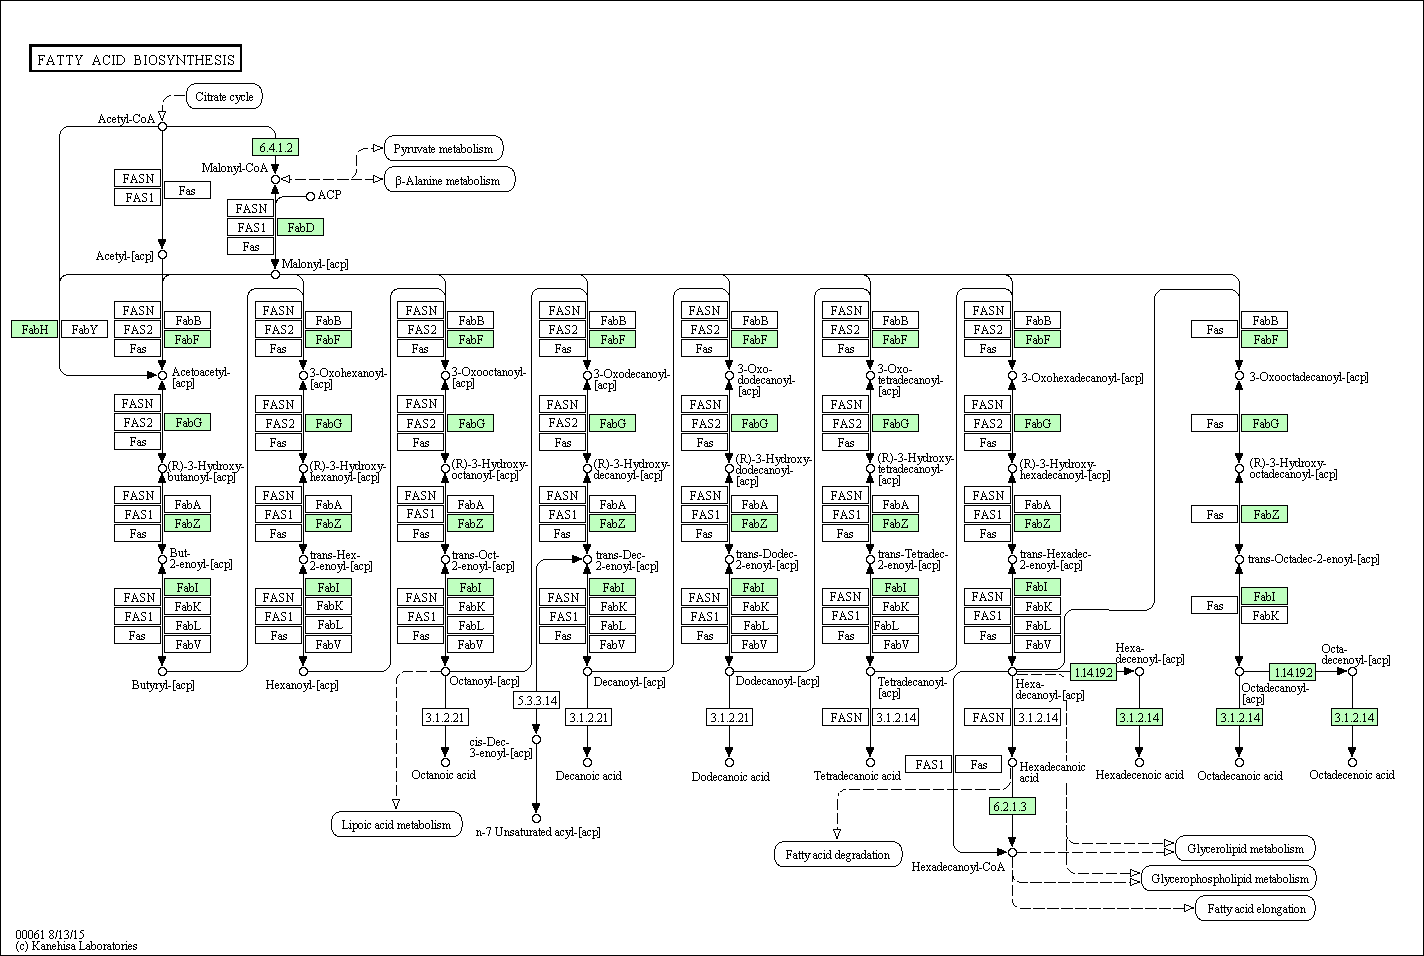

Figure S5. Fatty acid biosynthetic pathways in *C. sorokininana*. Green box highlighted the enzymes found in the *C. sorokiniana* transcriptome.

Table S4. Desaturation of fatty acid

| **Enzyme** | **EC number** | **Gene name** | **Transcript found** | **Log^2^ fold change** | **Modulation** |
| --- | --- | --- | --- | --- | --- |
| Stearyl-ACP desaturase, Δ9-D | EC 1.14.19.2 | DESA1 | 6 (g9907, g9908, g9910, g9912, g9914, g9916) | 4.211031 | UP |
| Stearoyl-CoA desaturase (delta-9 desaturase) | EC:1.14.19.1 | SCD, desC | 2 (g867, g6951) | 0.83664 | UP |
| Omega-6 desaturase (delta-12 desaturase) | EC:1.14.19.- | FAD2, desA | 1 (g6334) | 1.1298 | UP |
| Omega-3 fatty acid desaturase (delta-15 desaturase) | EC:1.14.19.- | FAD8, desB | 1 (g4534) | x | x |

Table S5. Elongation in mitochondria (2 block missing)

| **Enzyme** | **EC number** | **Gene name** | **Transcript found** | **Log^2^ fold change** | **Modulation** |
| --- | --- | --- | --- | --- | --- |
| Mitochondrial trans-2-enoyl-CoA reductase | EC 1.3.1.38 | MECR, NRBF1 | 6 (g3628, g3629, g12758, g12759, g12760, g12761) | -1.44502 | DOWN |

Table S6. Elongation in Endoplasmic reticulum (ER)

| **Enzyme** | **EC number** | **Gene name** | **Transcript found** | **Log^2^ fold change** | **Modulation** |
| --- | --- | --- | --- | --- | --- |
| very-long-chain β-ketoacyl-CoA synthase | EC:2.3.1.199 | KCS | 8 (g1019, g1021, g1917, g1918, g1919, g5537, g13030, g15566) | 0.499532 | UP |
| 17beta-estradiol 17-dehydrogenase / very-long-chain 3-oxoacyl-CoA reductase | EC:1.1.1.62 | KAR, IFA38 | 1 (g17572) | X | X |
| Acyl-coA reductase | EC 1.2.1.50 | FAR | 1 (g10097) | 1.8856 | UP |
| a very-long-chain acyl-CoA | EC:4.2.1.134 | PHS1, PAS2 | 4 (g4472, g4473, g16144, g16145) | 1.695083 | UP |
| Very-long-chain enoyl-CoA reductase | EC:1.3.1.93 | TER, TSC13, CER10 | 3 (g3299, g3301, g3303) | 1.611245 | UP |
| 3-hydroxyacyl-CoA dehydrogenase / enoyl-CoA hydratase / 3-hydroxybutyryl-CoA epimerase | EC:1.1.1.35,  EC 4.2.1.17,  EC 5.1.2.3 | fadJ | 1 (g12318) | X | X |

Table S7. Glycerolipid and triacylglycerol (TAG) metabolism

| **Enzyme** | **EC number** | **gene name** | **Transcript found** | **Log^2^ fold change** | **Modulation** |
| --- | --- | --- | --- | --- | --- |
| Glycerol kinase | EC 2.7.1.30 | GK | 2 (g14171, g14172) | X | X |
| Glycerol-3-phosphate O-acyltransferase | EC:2.3.1.15 | GPAT | 2 (g3177, g3178) | -1.5154 | DOWN |
| 1-Acyl-sn-glycerol-3-phosphate O-acyltransferase | EC:2.3.1.51 | AGPAT | 1 (g876) | X | X |
| Phosphatidate phosphatase | EC:3.1.3.4 | PAP | 2 (g11288, g11292) | X | X |
| Diacylglycerol O-acyltransferase | EC:2.3.1.20 | DGAT | 3 (g8796, g9610, g9612) | 1.00958 | UP |
| Lysophospholipid acyltransferase | EC 2.3.1.22 | LPLAT | 1 (g3747, g3749) | -1.08845 | DOWN |
| TAG lipase | EC:3.1.1.3 | TagL | 12 (g7347, g7348, g7349, g13552, g13553, g13554, g13555, g13556, g13557, g13558, g13559, g13560) | -1.3344 | DOWN |
| Alpha-D-galactosidase | EC 3.2.1.22 |  | 3 (g13175, g13176, g13177) | X | X |
| Diacylglycerol kinase | EC 2.7.1.107 | DGK | 8 (g12738, g12739, g1540, g1541, g624, g626, g627, g9618) | -0.8426 | DOWN |
| UDP-sulfoquinovose synthase | EC 3.13.1.1 | SQD1 | 2 (g10548 and g10549) | -1.52188 | DOWN |
| Sulfolipid synthase | EC 3.13.1.1 | SQD2 | 2 (g4276, g4277) | -1.06168 | DOWN |
| Phosphatidate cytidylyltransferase | EC 2.7. 7.41 | CDS | 2 (g1645 and g1646) | -2.02719 | DOWN |
| Cyclopropane-fatty-acyl-phospholipid synthase | EC 2.1.1.79 | CFAS | 1 (g7076) | -1.43698 | DOWN |
| Phosphatidylcholinesterol O-acyltransferase | EC 2.3.1.43 | LCAT | 1 (g8168) | -1.45559 | DOWN |

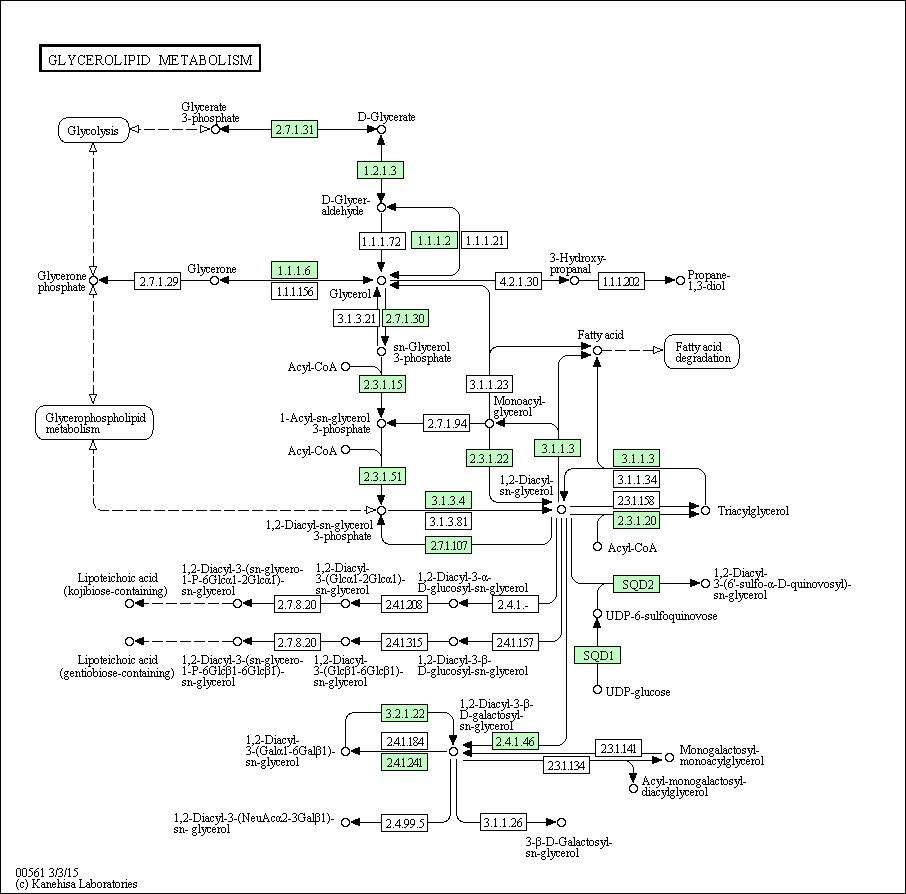

Figure S6. Glycerolipid metabolism pathway. Green box highlighted the enzymes found in the *C. sorokiniana* transcriptome.

Table S9. Glycolysis

| **Enzyme** | **EC number** | **Gene name** | **Transcript found** | **Log^2^ fold change** | **Modulation** |
| --- | --- | --- | --- | --- | --- |
| Hexokinase | EC 2.7.1.1 | Hex | 3 (g959, g960,g961) | X | X |
| Phosphoglucoisomerase | EC 5.3.1.9 | GPI | 4 (g3646, g3648, g6310, g7399) | X | X |
| Phosphofructokinase | EC 2.7.1.11 | pfkA | 15 (g10374, g10376, g10398, g11261, g11263, g11265, g13382, g13383, g13384, g13385, g13939, g13940, g13941, g13942, g16399), | -2.40784 | DOWN |
| Aldolase | EC 4.1.2.13 | ALDO | 8 (g1130, g4875, g4876, g4877, g4981, g4982, g4984, g11247) | 1.097251 | UP |
| Isomerase | EC 5.3.1.1 | TPI | 2 (g4925, g11007) | X | X |
| Triose phosphate dehydrogenase | EC 1.2.1.12 | GAPDH | 4 (g1136, g5927, g5928, g17106) | 1.29015 | UP |
| Phosphoglycerate kinase | EC 2.7.2.3 | PGK | 6 (g11168, g11169, g11170, g11171, g11172, g11173) | 0.9602 | UP |
| Phosphoglycerate mutase | EC 5.4.2.12 | iPGM | 9 (g15159, g15160, g15161, g15162, g15163, g6647, g6648, g16256, g16258), | -2.39275 | DOWN |
| Enolase | EC 4.2.1.11 | ENO | 1(g16192) | X | X |
| Pyruvate Kinase | EC 2.7.1.40 | PK | 11(g68, g69, g5103, g6705, g10248, g10249, g12717, g14677, g14678, g17852, g17853) | -2.29778 | DOWN |

Table S10. Starch metabolism

| **Enzyme** | **EC number** | **Gene name** | **Transcript found** | **Log^2^ fold change** | **Modulation** |
| --- | --- | --- | --- | --- | --- |
| Phosphoglucomutase | EC 5.4.2.2 | pgm | 1 (g17215) | X | X |
| Glucose-1-phosphate adenylyltransferase or ADP glucose pyrophosphorylase | EC 2.7.7.27 | glgC | 5 (g3904, g5908, g5909, g7113, g7116) | X | X |
| Starch synthase | EC 2.4.1.21 | glgA | 9 (g248, g249, g3372, g3376, g3380, g3384, g3388, g3390, g4463) | -1.15037 | DOWN |
| 1,4-alpha-glucan branching enzyme | EC 2.4.1.18 | glgB | 8 (g6526, g10852, g10853, g10854, g10855, g10856, g10857, g10977) | -2.13615 | DOWN |
| Alpha-amylase | EC 3.2.1.1 | amyA, malS | 2 (g10293, g10295) | -1.514258681 | DOWN |
| Beta-amylase | EC 3.2.1.2 |  | 5 (g1864, g1865, g6070, g6071, g12914) | -0.668340393 | DOWN |
| Starch phosphorylase | EC 2.4.1.1 | glgP, PYG | 2 (g4382, g4384) | X | X |
| 4-alpha-glucanotransferase/ debranching enzyme maltodextrin glycosyltransferase | EC 2.4.1.25 | malQ | 14 (g1196, g1199, g1204, g1211, g1216, g1219, g1222, g1225, g1232, g1235, g1238, g1241, g18264, g18267) | X | X |

Table S11. Sucrose metabolism

| **Enzyme** | **EC number** | **Gene name** | **Transcript found** | **Log^2^ fold change** | **Modulation** |
| --- | --- | --- | --- | --- | --- |
| Sucrose synthase |  | SuSy | 2 (g11797, g11799) | -2.08329 | DOWN |
| Sucrose phosphate synthase |  | SPS | 4 (g3217, g3995, g5522, g5523) | -1.12226 | DOWN |
| Sucrose phosphate phosphatase |  | SPP | 2 (g6877, g8208) | -1.144195799 | DOWN |
| UDP-glucose pyrophosphorylase |  | UDPGP | 2 (g16345, g4502) | X | X |
| Fructokinase |  |  | 2 (g11029, g13328) | X | X |
| Hexokinase |  |  | 3 (g959, g960, g961) | X | X |
| Invertase |  |  | 4 (g15622, g2760, g2761, g7508) | -1.740124813 | DOWN |
|  |  |  |  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

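RNA of *C. sorokiniana* was sequenced from 3 cultures under normal and 3 under mixotrophic conditions after 7 days. Following the paper, reads of all samples were assembled together with Trinity, coding transcripts were predicted with AUGUSTUS, reads were aligned to them with Subread and counted with featureCounts at default settings, and differential expression was called with DESeq2 at an FDR under 0.05. The labels of the deposited series name BWA and DESeq2 as tools, without a version. The deposited count table holds whole numbers of reads per transcript for 6 libraries, unscaled. A table of the authors' DESeq2 results, as deposited, gives a shrunken and an unshrunken log2 fold change of mixotrophic over normal for 3753 transcripts, with p-values adjusted by the Benjamini-Hochberg method. Its signal values are means of counts divided by DESeq2 size factors, as deposited by the authors. Its score values are Wald statistics computed by the authors with DESeq2. Another table, as deposited by the authors, gives Bonferroni adjusted p-values of Fisher's exact tests per MapMan BIN. 711 cells of descriptions are removed in the copy of the count table used here, so lists by keyword may miss members.

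Tests were run in R 4.3.3 with edgeR 4.0.16 (TMM, filterByExpr with a minimum count of 10, glmQLFit without robust estimation, two-sided glmQLFTest, Benjamini-Hochberg), limma 3.58.1 (voom, camera with an inter-gene correlation of 0.01, fry) and DESeq2 1.42.0. The main comparison took 2 normal and 2 mixotrophic libraries, replicates 2 and 3 of each. No covariate was used. The paper's methods describe a pre-culture divided into a flask for each condition, and experiments repeated independently 3 times, but do not say which libraries came from the same pre-culture, and the replicate number was used as a block in alternatives only. Standard errors are the log2 fold change divided by the root of the F statistic, and a transcript was called at an adjusted p under 0.05. Enrichment of MapMan BINs was tested with a one-sided Fisher's exact test over tested transcripts with a BIN, with Bonferroni correction over the BINs with at least 5 tested members. Lists of transcripts were 48 sets of BINs, 4 sets of keywords and 10 of the paper's supplementary tables, of which 50 were tested as sets. A further 6 lists of marker genes of land plants were written after the libraries had been compared.

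Transcripts named in the text are those with a fold change in the paper's supplementary tables (where several transcripts share a value, the one whose deposited fold change equals it, otherwise that with the smallest p), and HMGS, CAD, MSBQ methyltransferase, GPP synthase and MDH. They also include the 10 largest rises and falls with a BIN of known function and a mean log2 CPM of at least 3. These had no overlap between the conditions in the 4 libraries of the main comparison. Also named are the 2 higher and 2 lower members with the smallest adjusted p of each list described. Other transcripts were named after their values were seen, and the values in the paper's tables had been seen too. The tests, lists, named transcripts and alternatives were set before the data were examined, except where stated. Levels in CPM were computed from the TMM-scaled total, and log2 levels used a prior count of 2. Root mean square differences between 2 libraries took all transcripts tested over 6 libraries, or those outside the group low in replicate 1. Chi-square values took transcripts with at least 20 counts in the pair. The transcripts low in replicate 1 are those whose CPM, with 0.5 added, was at least 2-fold lower in replicate 1 of both conditions than in each other library, all of which held at least 1 CPM.

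Libraries held 2535461 to 4444858 counts. On simulated data with 200 changed transcripts, edgeR over 4 libraries found 40%, 82% and 100% of those changed by an absolute log2 fold change of 0.5, 1 and 2, with a median error of 0.11 at 1 and 1.3% false calls, and DESeq2 18%, 54% and 98%. Over 6 libraries edgeR found 0%, 2.02% and 56% (9.09% false calls) and DESeq2 6%, 30% and 90% (37.6%). False calls are given as a share of the transcripts called. Far fewer transcripts were changed than were called in the real data. The counts were drawn independently, without an outlying library or a group low in replicate 1. These shares are therefore not error rates of the real calls. Alternatives were RLE and upper quartile scaling, DESeq2 with and without a prior on fold changes, no filter, at least 10 counts in every library, all libraries, the replicate as a block, counts summed per Trinity component, an absolute log2 fold change of at least 1, leaving out each replicate, an estimated correlation in camera, and other backgrounds for enrichment. Lengths of transcripts and the RT-qPCR values were not analysed here.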

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

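All tests in this part were chosen after the results were seen, except the share of counts in the 100 most abundant transcripts, and the 2-fold limit and the lists of marker genes of land plants were set then too.

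Lignin synthesis enzymes, expansins and aquaporins of the vacuole were among 882 transcripts that were at least 2-fold lower in replicate 1 of both conditions than in each of the other 4 libraries. The group took 1.39% to 2.1% of the counts in the 4 libraries that Supplementary Data 1 lists. In the unlisted normal and mixotrophic replicate 1, the group took 0.0743% and 0.0858%. It held 23 of 31 transcripts of lignin synthesis, 10 of 14 of flavonoids, 11 of 14 pectin methylesterases, 5 of 6 expansins and wall-modifying proteins, 1 of 2 plasma membrane and 5 of 5 tonoplast aquaporins, but 2 of 35 of the TCA cycle and 0 and 0 of 45 and 105 of carotenoids and glycolysis. In both replicate 1 libraries 13 lignin, 5 flavonoid and 5 pectin methylesterase transcripts, 2 expansins and 1 aquaporin of each kind reached 1 CPM. The group's most abundant members included g11430 of amino acid activation, g8802 among dismutases and catalases and the heat stress protein g10177. Between the last of these and g8802 ranked g7864, g8063 and g7866, all of unknown function. g8802 stood at 0.276 and 1.08 CPM in replicate 1 and at 338 to 549 CPM in the others, g10177 at 2.76 and 1.73 against 256 to 414 CPM, and g11430 at 122 and 134 against 488 to 725 CPM. Of 812 members tested over the 4 libraries, 3 were higher and 28 lower in mixotrophic cultures by edgeR, and the 111 abundant ones had a standard deviation of log2 fold change of 0.116, against 1.04 in 6010 other abundant transcripts. Of the 255 transcripts in the paper's supplementary tables, 10 belonged to it.

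Lower depth and silent genes are argued against as explanations of this group. A lower depth does not apply, as the smaller replicate 1 library holds 1.06 times the median counts of the others. Genes of the alga that were silent in replicate 1 should match other algae as often as the rest do. However, 99.4% of the members with a scored match (690 of 694) matched Arabidopsis better than Chlamydomonas. Among the other tested transcripts with a scored match it was 42.4% (2335 of 5507). A scored match was present for 694 of 882 members and for 5507 of 11552 others. Reads of a land plant in the other 4 libraries stay open as a candidate explanation: of 300 transcripts with an Arabidopsis match of at least 200 bits and none in Chlamydomonas, 63.7% belonged to the group (57.9 to 69.1%), 506 times the share of 0.126% (at most 0.322%) among 3176 that match Chlamydomonas better. The matches had been looked at before these tests were written, reads were not analysed here, and a biological difference between the cultures of replicate 1 and the others was not tested beyond this.

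Normal replicate 1, also outside Supplementary Data 1, lay far from the other normal libraries, and β-oxidation enzymes were among those that differed. Over all tested transcripts its root mean square difference in log2 level was 1.4 from normal replicate 2 and 1.29 from replicate 3, against 0.361 between those 2. Without the group above these were 0.985 and 0.955 (median 0.97), against 0.332 between the other normal libraries and 0.256 to 0.303 between mixotrophic ones. Median log2 differences from the other normal libraries were -1.41 for β-oxidation, -0.74 for tocopherol synthesis, -0.44 for mitochondrial electron transport and -0.32 for the TCA cycle, but 0.28 for light-harvesting complex proteins, which mixotrophic libraries 2 and 3 held at 0.69. Of the transcripts called higher over the 4 libraries and outside the group, 1818 of 3543 (51.3%) were nearer to the mixotrophic than to the normal mean in this library, and 1539 of 3527 (43.6%) of those called lower. It lay at or past the mixotrophic mean in 857 and 786 of these.

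Some technical explanations are argued against by these values. The transcripts low in replicate 1 account for part of the distance but not for all of it, as leaving them out lowered the distances from 1.4 and 1.29 to a median of 0.97, still far above the 0.332 between the other normal libraries. A mixotrophic library under a normal label should lie near the mixotrophic ones, but its smallest difference from them, without that group, was 3.03 times the largest among them. A few abundant transcripts did not take more of its counts, as the share of the 100 most abundant differed by -0.5 points from the highest of the other normal libraries. A different state of this culture, a difference in library preparation and a wrong label other than mixotrophic stay open, since the design holds a single such library and the labels give no batch. The labels also give each of the 6 libraries its own strain number, rising by 1 from sample to sample, whereas the paper names a single strain, that of this library's label, so a difference in strain between libraries stays open as well.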

How the results depend on the processing

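The crossed block, and every fit of all 6 libraries with a block, with DESeq2, without 1 of the replicate 1 libraries or without the transcripts low in replicate 1, were chosen after the results were seen, as was leaving out those transcripts over the 4 libraries; the other alternatives were not. With RLE scaling no count of calls or of list members moved by more than 1.5 times, and with upper quartile scaling, at least 10 counts in every library, the crossed block and without the transcripts low in replicate 1, where list members were not recounted, no count of calls did. The total calls higher and lower were 3558 and 3611 with RLE, 3864 and 3320 with upper quartile scaling, 3572 and 3657 without a filter, 3345 and 3346 with at least 10 counts in every library, 2488 and 2569 with DESeq2 and 3746 and 3818 with the crossed block, and the replicate block gave 6707 in all. None of these called a transcript in the opposite direction. Of the 163 transcripts named, 163 kept their direction and side of the threshold with RLE and without a filter, 161 with upper quartile scaling and with the replicate block, and 157 with DESeq2, where 6 no longer passed. Trinity component sums, which test fewer units (7763 in place of 12389), gave 2365 and 2373. An absolute log2 fold change of at least 1 gave 1449 and 1486, as it removes calls by construction.

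All libraries gave 1633 and 1874 calls. All libraries but normal replicate 1 gave 3476 and 3527 and all libraries but mixotrophic replicate 1 666 and 730, so that the fall in calls went with normal replicate 1. Those with DESeq2 were 1819 and 2097, with betaPrior 1817 and 2089, with betaPrior and an absolute log2 fold change of at least 1 815 and 1083, and without the transcripts low in replicate 1 1884 and 2109. Of the members of lists, the higher and lower over all libraries became, for photosystem II and its antenna 1 lower, photosystem I and its antenna 0 lower, Calvin cycle 11 and 2, TCA cycle 0 lower and for MEP pathway 2 higher. Over all libraries the members became, for tocopherol biosynthesis 0 and 0, carotenoids 2 and 3, phenylpropanoids 0 and 2, fatty acid synthesis and elongation 11 and 9 and for fatty acid desaturation 2 and 0. In the same fit they were, for phospholipid synthesis 3 and 5, lipid degradation 3 and 13, beta-oxidation 0 lower, glycolysis 4 higher and for starch synthesis 3 higher. Further values of that fit were, for starch degradation 6 lower, ribosomal proteins of organelles 0 lower, ribosomal proteins of the cytosol 4 and 13, tetrapyrrole synthesis 2 lower and for mitochondrial electron transport 0 lower. Last, these were for oxidative pentose phosphate pathway 5 and 0 and for ABC transporters 8 and 45. Of the named transcripts, 111 of 161 kept their direction and side over all libraries, 47 no longer passed, and reversed were g11343 -1.83, g11341 -2.06, g15638 -0.47. All libraries but mixotrophic replicate 1 reversed g11343 -1.87, g11341 -2.06, g15638 -0.59, g13450 0.19, and without the transcripts low in replicate 1 g11343 -1.79, g11341 -2.02, g15638 -0.44. Beyond this the cause was not tested.

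All libraries with replicate block gave 1228 and 1288 calls, with 99 of 161 named transcripts the same, 60 no longer past the threshold, and reversed g7258 0.11, g2205 0.056. With this block the higher and lower members were, for photosystem II and its antenna 0 lower, photosystem I and its antenna 6 and 0, light-harvesting complex proteins 12 and 0, Calvin cycle 8 and 2, TCA cycle 0 lower and for gluconeogenesis and glyoxylate cycle 1 lower. The block over all libraries gave, for MEP pathway 1 higher, tocopherol biosynthesis 0 and 0, carotenoids 1 and 2, phenylpropanoids 0 and 2, fatty acid synthesis and elongation 10 and 7 and for fatty acid desaturation 2 and 0. Also with the block there were, for phospholipid synthesis 2 and 3, lipid degradation 2 and 9, beta-oxidation 1 and 0, glycolysis 3 and 13, starch synthesis 1 and 7 and for starch degradation 4 lower. Members left by the block were, for sucrose metabolism 7 lower, ribosomal proteins of organelles 0 lower, ribosomal proteins of the cytosol 4 and 1, tetrapyrrole synthesis 14 and 1, mitochondrial electron transport 0 lower and for oxidative pentose phosphate pathway 4 and 0. For the last lists the block gave, for ABC transporters 7 and 35. The cause was not tested.

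Over the 4 libraries, DESeq2 default gave, in higher and lower members, for photosystem I and its antenna 0 lower, TCA cycle 2 lower, tocopherol biosynthesis 0 higher, carotenoids 3 and 5, phenylpropanoids 3 lower and for fatty acid desaturation 0 lower. DESeq2 also gave, for phospholipid synthesis 4 and 5, ribosomal proteins of the cytosol 6 higher and for mitochondrial electron transport 3 lower. The replicate block gave photosystem I and its antenna 0 lower, tocopherol biosynthesis 1 higher, phenylpropanoids 3 lower. With no filter there were photosystem I and its antenna 2 lower, light-harvesting complex proteins 2 lower. The cause was not tested for these.

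Without 1 replicate, where the lone library of a condition is assumed to vary like the other condition, calls ranged from 2978 to 3328 higher and 3253 to 3534 lower, and no named transcript reversed. Members ranged, for beta-oxidation 5 to 9 lower, carotenoids 4 to 7 higher, light-harvesting complex proteins 1 to 5 lower and mevalonate pathway 1 to 2 higher. Further ranges were, for MEP pathway 0 to 1 lower, phenylpropanoids 3 to 15 lower, phospholipid synthesis 7 to 12 lower and photosystem I and its antenna 0 to 4 lower. Others were, for ribosomal proteins of organelles 0 to 2 lower, ribosomal proteins of the cytosol 6 to 11 higher, ribosomal proteins of the cytosol 18 to 39 lower and tocopherol biosynthesis 0 to 2 higher. These counts rest on single libraries, and the cause was not tested. The group low in replicate 1 held 31 of 45 phenylpropanoid, 5 of 21 photosystem I and 7 of 32 light-harvesting transcripts. That group took 2.1% and 1.43% of the counts of normal replicates 2 and 3, and 1.39% and 1.93% of mixotrophic replicates 2 and 3. Whether its members were the ones lower without a single replicate was not tested. Component sums reversed g3299 -0.83, g15162 0.35, g15638 -0.98, g6257 0.15, g6256 0.15, g18191 1.38, as they add the counts of other transcripts of the component. Of the 163 named, 154 kept their direction and side, 2 passed in addition and 1 no longer passed (g11171, 0.08 in place of 1.12). Some that kept their side became much smaller, as g9912 (0.21 in place of 3.72) and g7508 (-0.19 in place of -1.74).

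With an estimated correlation camera adjusted p-values rose to 0.432 for TCA cycle, glycolipid synthesis, lipid degradation, sucrose metabolism, tetrapyrrole synthesis; 0.451 for ribosomal proteins of organelles; and 0.582 for photosystem II and its antenna, photosystem I and its antenna, light-harvesting complex proteins, gluconeogenesis and glyoxylate cycle, mitochondrial electron transport, oxidative pentose phosphate pathway, ABC transporters, with the medians of these lists unchanged. No list passed then, also where the estimated correlation was near or below 0, as for tetrapyrrole synthesis (-0.00122), ATPases (-0.0433) and glycolipid synthesis (-0.159). The p-value then rests on the few degrees of freedom that 4 libraries leave. This form therefore cannot tell whether correlation within a list explains its result. With component sums, camera adjusted p-values changed side for Calvin cycle (adjusted p = 0.0209), gluconeogenesis and glyoxylate cycle (adjusted p = 0.177), oxidative pentose phosphate pathway (adjusted p = 0.161), carbonic anhydrases (adjusted p = 0.177), amino acid degradation (adjusted p = 0.0247), ribosomal proteins of the cytosol (adjusted p = 0.00301), cell division and cell cycle (adjusted p = 0.248), transposable elements (adjusted p = 0.177), and glycolipid synthesis was not tested, as fewer than 5 components were left. Enriched BINs became 7 and 3 with 1 entry per Trinity component (Fisher's exact test). This leaves fewer entries, and the entry kept was that with the smallest p, which favours called transcripts. Enriched BINs for lower transcripts became 6 with a background of all tested transcripts (Fisher's exact test), where the cause was not tested. Lengths of the transcript set were not run, as the files hold none. Depth limits the tests to 11297 transcripts with at least 10 counts in every library, against 12389 tested.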

Differences from the paper's values

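The fits of all 6 libraries with a block, with DESeq2, without 1 of the replicate 1 libraries or without the transcripts low in replicate 1, and those of the 4 with a crossed block or without these transcripts, were chosen after seeing the values, and the other settings were set before the data were examined. The paper counts 2061 differentially expressed transcripts, 937 upregulated and 1124 downregulated, at an FDR under 0.05. Here the counts over the 4 libraries were 7142, 3549 and 3593 at the same threshold. With an absolute log2 fold change of at least 1, a limit the paper does not state, the total of 2935 and the 1486 lower transcripts did not differ from the paper's by more than 1.5 times, while the 1449 higher ones did. All other alternatives set before the data were examined differed in all 3 counts. The limit of 1 left 9 of the 43 transcripts compared that have a fold change in the paper without a call in the paper's direction. All libraries with DESeq2 betaPrior and an absolute log2 fold change of at least 1, chosen after seeing the values, did not differ in any of the counts (1898, 815 and 1083), and 16 of the 43 transcripts were then not called in the paper's direction. All libraries with replicate block, also chosen after seeing the values, did not differ in any of the counts either (2516, 1228 and 1288), with 10 not called. All libraries but mixotrophic replicate 1, chosen after seeing the values as well, did not differ in the total and the higher transcripts (1396 and 666) but did in the lower ones (730), with 21 not called. The deposited table of the authors lists 1780 higher and 1973 lower transcripts, and 767 and 948 of them at an absolute unshrunken log2 fold change of at least 1.

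Of the 43 log2 fold changes compared, 14 differed over the 4 libraries in sign or by more than the standard error. Each alternative was judged by the standard error of its own fit. The common coefficient of variation was 35.5% over all 6 libraries against 4.64% over the 4, so a value differs less easily over all 6. For DESA1 (g9912) 3.72 against the paper's 4.211031, GPAT (g3177) -1.14 against the paper's -1.5154, DGAT (g8796) 0.75 against the paper's 1.00958, TagL (g13560) -1.99 against the paper's -1.3344 and amyA (g10293) -1.85 against the paper's -1.514258681, all libraries was the only alternative set before the data were examined under which the values did not differ. ACACA (g9695) had -2.33 against the paper's -2.10657, and did not differ under upper quartile, DESeq2 default, DESeq2 with betaPrior, at least 10 counts in every library, all libraries, without normal replicate 2, without mixotrophic replicate 2 and without mixotrophic replicate 3 but did under the others. SCD (g6951) had 0.94 against the paper's 0.83664, and did not differ under all libraries, Trinity component sums, without normal replicate 3 and without mixotrophic replicate 3 but did under the others. KCS (g5537) had 0.63 against the paper's 0.499532, and did not differ under DESeq2 default, DESeq2 with betaPrior, all libraries, without normal replicate 3 and without mixotrophic replicate 2 but did under the others. TER (g3299) had 1.87 against the paper's 1.611245, and did not differ under DESeq2 default, DESeq2 with betaPrior, all libraries, without normal replicate 3 and without mixotrophic replicate 3 but did under the others. CDS (g1645) had -2.35 against the paper's -2.02719, and did not differ under DESeq2 with betaPrior, all libraries and without mixotrophic replicate 2 but did under the others. ALDO (g1130) had 1.27 against the paper's 1.097251, and did not differ under DESeq2 default, DESeq2 with betaPrior, all libraries, replicate block, Trinity component sums, without normal replicate 3, without mixotrophic replicate 2 and without mixotrophic replicate 3 but did under the others. PGK (g11171) had 1.12 against the paper's 0.9602, and did not differ under all libraries and without normal replicate 3 but did under the others. iPGM (g15162) had -2.62 against the paper's -2.39275, and did not differ under upper quartile, DESeq2 default, DESeq2 with betaPrior, at least 10 counts in every library, all libraries, without normal replicate 2 and without mixotrophic replicate 3 but did under the others. LPLAT (g3749) had 0.60 against the paper's -1.08845, of the opposite sign, under every setting run. Over all libraries the values did not differ for 13 of the 14, and 5 of the 43 transcripts were then not called in the paper's direction, against 1 over the 4. Others differed there that did not over the 4, namely lcyE, crtD, FabB and FabF, FabG, FAD2, SQD1, SQD2, CFAS, PK, SPS and SPP, so that 12 of the 43 differed over all libraries. Of the settings chosen after seeing the values, 13 of the 14 did not differ over all libraries with DESeq2 default (10 equal within 0.005, 4 not called in the paper's direction), with DESeq2 betaPrior (0 equal, 4 not called), with the replicate block (0 and 10), without the transcripts low in replicate 1 (9 and 4) and without mixotrophic replicate 1 (2 and 21). All libraries but normal replicate 1, also chosen after seeing the values, did so for iPGM alone, with 1 not called. In these fits 7, 10, 15, 10, 6 and 15 of the 43 differed in turn. Of 42 fold changes in the paper's tables, 19 equal the deposited unshrunken value from 6 libraries within 0.005, 17 only that of DESeq2 over the 4, and 6 neither. For TagL the paper's value equals the -1.34 of g13554 over the 4 libraries within the limit. For SPP it equals the -1.14 of g6877 in DESeq2 over the 4. The comparisons above took g13560 and g8208 for these enzymes, so they set the paper's values against other transcripts. The fold change of MDH, about 2.8 in Fig. 5, read by eye, did not differ from the 2.66 of g3766. As g3766 was taken for having the largest log2 fold change of the malate dehydrogenase transcripts, the choice favoured this result.

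The paper gives LPLAT among lower transcripts, whereas neither listed transcript was lower here: g3749 was higher over the 4 libraries and g3747 did not pass (log2 fold change 0.26, edgeR adjusted p = 0.146). It also gives DGK as lower, and 2 of 8 were, g1540 among them, but 4 were higher over the 4 libraries (2 lower and 0 higher over all 6, edgeR). Glycolysis is among the pathways the paper calls mostly lower, with ALDO, GAPDH and PGK as exceptions. In Table S9, 20 of 48 transcripts were higher and 14 lower over the 4 libraries, and 8 and 11 over all 6. Outside these exceptions, 8 of 11 for pyruvate kinase were higher over the 4 libraries (1 over all 6), although g69 was lower at -2.30. Starch (Table S10) had 6 higher and 16 lower transcripts and sucrose metabolism (Table S11) 0 and 13. The higher ones belonged to glgC, with 4 of 5 higher and none lower, and to glgA, which the paper gives as lower, with 2 higher and 1 lower of 5 tested (0 and 1 over all 6, edgeR). DGAT and KCS, which the paper gives as higher, had 1 higher and 2 lower of 3 and 1 and 3 of 8 (1 and 0, and 0 and 0, over all 6).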

Other observations

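Of the tests in this part, the fits with a replicate block over all 6 libraries and those without the transcripts low in replicate 1 were chosen after the results were seen. Over all 6 libraries edgeR called 3507 transcripts for the real split into normal and mixotrophic, and 0 for the highest of the other splits. Only 1 of the 10 splits, the real one, had as many calls, and 10 splits are too few for a share under 0.05. To compare replicate numbers across the conditions, the mean log2 level of its condition was subtracted from each library, per transcript. The remaining deviations were correlated at 0.7, 0.63 and 0.54 for replicates 1 to 3 over 6 libraries. Without the transcripts low in replicate 1 the values were 0.12, 0.054 and 0.034. As deviations within a condition cancel out, the values for replicates 1 to 3 are not independent of each other. Over the 4 libraries the correlation was -0.18 and -0.048 in turn.

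Proteins of chloroplast ribosomes were mostly upregulated in mixotrophic cultures and those of cytosolic ribosomes were not. For ribosomal proteins of organelles, 31 were higher and 1 lower of 42 (32 and 2 adjusted over the list alone), and 29 and 0 of 40 over all 6 (34 and 0 adjusted over the list alone), and 0 to 2 were lower without single replicates. Camera gave ribosomal proteins of organelles adjusted p = 2.17e-07, and adjusted p = 0.451 with an estimated correlation. Within that list, 26 of 32 in the chloroplast BIN were higher, and 24 of 30 over all 6. The plastid proteins g3944 (S13) and g3493 (L6) rose (log2 fold change 1.35, standard error 0.077, edgeR adjusted p = 3.96e-15, and 1.36 over all 6, adjusted p = 0.00081; 1.41 ± 0.082, adjusted p = 6.3e-15, and 1.32 over all 6, adjusted p = 0.0014). Of cytosolic ribosomal proteins, 10 were higher and 28 lower of 98, and 4 and 13 of 98 over all 6 (4 and 9 adjusted over the list alone, 4 and 1 with the replicate as a block), and from 18 to 39 were lower without single replicates. Camera gave ribosomal proteins of the cytosol adjusted p = 0.11, and adjusted p = 0.896 with an estimated correlation. Over all 6, camera gave them adjusted p = 0.0186, pointing down (0.0792 with the replicate as a block). The stalk protein P0 (g11307) fell (log2 fold change -0.69, standard error 0.053, edgeR adjusted p = 2.74e-12, and -0.72 over all 6, adjusted p = 0.00241), and g9843 of the large subunit rose (1.76 ± 0.29, adjusted p = 6.32e-06, and 1.83 over all 6, adjusted p = 0.00227). With counts summed per Trinity component, camera gave the cytosolic list adjusted p = 0.00301, and adjusted p = 0.806 with an estimated correlation. The group low in replicate 1 held 29 of 103 cytosolic and 5 of 55 organellar transcripts of these lists. The difference between the 2 lists was not tested.

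Respiration and chlorophyll synthesis had more higher than lower transcripts. For mitochondrial electron transport, 29 were higher and 8 lower of 67, and 20 and 0 of 67 over all 6. Camera gave mitochondrial electron transport adjusted p = 0.00162, and adjusted p = 0.582 with an estimated correlation. The F1-ATPase subunit g2174 rose (log2 fold change 1.20, standard error 0.064, edgeR adjusted p = 9.11e-16, and 1.34 over all 6, adjusted p = 0.00398), while g17769 of the cytochrome c BIN, described as a cytochrome c biogenesis protein, fell over the 4 libraries only (-1.84 ± 0.084, adjusted p = 1.88e-17, and -1.35 over all 6, adjusted p = 0.112, edgeR). In tetrapyrrole synthesis, 24 were higher and 5 lower of 43, and 18 and 2 of 43 over all 6 (18 and 3 adjusted over the list alone, 14 and 1 with the replicate as a block), with coproporphyrinogen III oxidase g717 higher (1.82 ± 0.073, adjusted p = 9.79e-19, and 1.90 over all 6, adjusted p = 0.000526) and ferrochelatase g16565 lower over the 4 (-0.89 ± 0.10, adjusted p = 3.5e-09, and -0.66 over all 6, adjusted p = 0.0662), by edgeR. Camera gave tetrapyrrole synthesis adjusted p = 0.000425, and adjusted p = 0.432 with an estimated correlation. The oxidative pentose phosphate pathway had ribose 5-phosphate isomerase g5641 higher (log2 fold change 1.78, standard error 0.10, edgeR adjusted p = 3.33e-15, and 1.73 over all 6, adjusted p = 0.00119), and 10 were higher and 1 lower of 18, and 5 and 0 of 18 over all 6. Camera gave oxidative pentose phosphate pathway adjusted p = 0.0105, and adjusted p = 0.582 with an estimated correlation, and adjusted p = 0.161 with counts summed per component. Of photosynthetic electron carriers and plastid ATP synthase, 4 were higher and 5 lower of 19, and 3 and 2 of 19 over all 6. Camera gave photosynthetic electron carriers and plastid ATP synthase adjusted p = 0.844, and adjusted p = 0.916 with an estimated correlation. In photorespiration, 6 were higher and 7 lower of 17, and 2 and 0 of 17 over all 6. Camera gave photorespiration adjusted p = 0.806, and adjusted p = 0.916 with an estimated correlation. Among carbonic anhydrases, 1 was higher and 4 lower of 5, and 0 and 1 of 5 over all 6, and g18290 fell (-1.96 ± 0.068, adjusted p = 3.61e-20, and -1.69 over all 6, adjusted p = 0.00324, edgeR). Camera gave carbonic anhydrases adjusted p = 0.00338, and adjusted p = 0.432 with an estimated correlation, and adjusted p = 0.177 with counts summed per component. Over all 6, camera gave them adjusted p = 0.315.

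Nitrogen and amino acid metabolism was divided. For amino acid synthesis, 60 were higher and 28 lower of 132 (61 and 28 adjusted over the list alone), and 41 and 11 of 130 over all 6 (44 and 15 adjusted over the list alone, 34 and 5 with the replicate as a block), with phosphoglycerate dehydrogenase g16404, which starts serine synthesis, at 2.49 (edgeR adjusted p = 5.42e-21, and 1.97 over all 6, adjusted p = 0.0126). Camera gave amino acid synthesis adjusted p = 0.00317, and adjusted p = 0.432 with an estimated correlation. For amino acid degradation, 7 were higher and 18 lower of 40 (8 and 18 adjusted over the list alone), and 4 and 6 of 39 over all 6. Camera gave amino acid degradation adjusted p = 0.374, and adjusted p = 0.824 with an estimated correlation, and adjusted p = 0.0247 with counts summed per component. Nitrogen metabolism held transcripts of both directions in the glutamate dehydrogenase BIN, g16723 (log2 fold change 0.94, standard error 0.093, edgeR adjusted p = 7.49e-10, and 0.83 over all 6, adjusted p = 0.0113) and g12554 (-3.37 ± 0.23, adjusted p = 3.33e-13, and -2.95 over all 6, adjusted p = 0.043), and 9 were higher and 7 lower of 22, and 6 and 2 of 21 over all 6 (8 and 2 adjusted over the list alone, 5 and 1 with the replicate as a block). Camera gave nitrogen metabolism adjusted p = 0.663, and adjusted p = 0.896 with an estimated correlation. In sulphur assimilation, 4 were higher and 5 lower of 13, and 1 and 5 of 13 over all 6, among the lower ones the sulfite oxidase g2223 (-2.66 ± 0.15, adjusted p = 6.29e-15, and -2.48 over all 6, adjusted p = 0.000797, edgeR). Camera gave sulphur assimilation adjusted p = 0.826, and adjusted p = 0.916 with an estimated correlation.

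ABC transporters were mostly downregulated: 25 were higher and 88 lower of 157, and 8 and 45 of 156 over all 6 (11 and 52 adjusted over the list alone). Camera gave ABC transporters adjusted p = 6.96e-06, and adjusted p = 0.582 with an estimated correlation. The lower members with the smallest p, g11034 and g9923, had log2 fold changes of -2.81 and -1.44 (edgeR adjusted p = 1.42e-26 and 2.44e-19) and did not pass over all 6 (adjusted p = 0.185 and 0.28). For proton-pumping and other transport ATPases, 14 were higher and 2 lower of 21, and 12 and 0 of 20 over all 6 (12 and 1 adjusted over the list alone, 5 and 0 with the replicate as a block), with g2165 higher (log2 fold change 1.03, standard error 0.058, edgeR adjusted p = 3.18e-15, and 1.01 over all 6, adjusted p = 0.00134). Camera gave ATPases adjusted p = 0.00372, and adjusted p = 0.432 with an estimated correlation. For sugar transport, 10 were higher and 7 lower of 37, and 5 and 1 of 37 over all 6, and g13173, which carries this BIN and matches an anion transporter, rose (1.89 ± 0.16, adjusted p = 1.6e-11, and 1.67 over all 6, adjusted p = 0.00274, edgeR). Camera gave sugar transport adjusted p = 0.826, and adjusted p = 0.916 with an estimated correlation. Amino acid transport had 15 higher and 14 lower of 53, and 11 and 10 of 52 over all 6 (11 and 11 adjusted over the list alone). Camera gave amino acid transport adjusted p = 0.826, and adjusted p = 0.922 with an estimated correlation. Of nitrate and ammonium transporters, 5 were higher and 2 lower of 15, and 1 and 2 of 16 over all 6, and the ammonium transporter g2629 fell (-1.38 ± 0.084, adjusted p = 1.61e-14, and -1.10 over all 6, adjusted p = 0.0124, edgeR). Camera gave nitrate and ammonium transport adjusted p = 0.749, and adjusted p = 0.896 with an estimated correlation. Phosphate and sulphate transport had 8 higher and 12 lower of 26, and 6 and 6 of 26 over all 6 (7 and 10 adjusted over the list alone). Camera gave phosphate and sulphate transport adjusted p = 0.663, and adjusted p = 0.839 with an estimated correlation.

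Heat stress proteins were more often lower than higher: 8 were higher and 23 lower of 76 (8 and 22 adjusted over the list alone), and 4 and 11 of 74 over all 6 (2 and 5 with the replicate as a block), with g9960 of the heat BIN lower (log2 fold change -1.45, standard error 0.088, edgeR adjusted p = 1.77e-14, and -1.76 over all 6, adjusted p = 0.0104). Camera gave heat stress proteins adjusted p = 0.0828, and adjusted p = 0.491 with an estimated correlation. The group low in replicate 1 held 21 of 110 heat stress transcripts. Redox proteins went both ways, as 34 were higher and 23 lower of 85 (34 and 24 adjusted over the list alone), and 16 and 5 of 82 over all 6 (16 and 2 with the replicate as a block), with the ascorbate enzyme g11334 (GDP-mannose epimerase) higher (1.08 ± 0.058, adjusted p = 1.05e-15, and 1.21 over all 6, adjusted p = 0.00438, edgeR). Camera gave redox adjusted p = 0.436, and adjusted p = 0.839 with an estimated correlation. Over all 6, camera gave redox adjusted p = 0.0101, pointing up (0.0139 with the replicate as a block). Cell division and cell cycle had 40 higher and 20 lower of 101, and 21 and 12 of 101 over all 6 (22 and 12 adjusted over the list alone, 18 and 7 with the replicate as a block), and cell motility and organisation 35 higher and 37 lower of 110, and 16 and 18 of 109 over all 6 (11 and 9 with the replicate as a block). Camera gave cell division and cell cycle adjusted p = 0.0343, and adjusted p = 0.582 with an estimated correlation, and adjusted p = 0.248 with counts summed per component. Over all 6, camera gave this list adjusted p = 0.246. Camera gave cell motility and organisation adjusted p = 0.86, and adjusted p = 0.916 with an estimated correlation. For RNA processing, 50 were higher and 36 lower of 171 (49 and 36 adjusted over the list alone), and 30 and 21 of 172 over all 6 (18 and 10 with the replicate as a block). Camera gave RNA processing adjusted p = 0.443, and adjusted p = 0.896 with an estimated correlation. For DNA synthesis and chromatin, 66 were higher and 42 lower of 216, and 18 and 31 of 215 over all 6 (12 and 26 adjusted over the list alone, 11 and 21 with the replicate as a block), and g1195, similar to DNA ligase IV, and g7641, with a uvrB/uvrC motif, fell by log2 fold changes of -2.42 and -2.68 (edgeR adjusted p = 1.54e-20 and 5.94e-20, and adjusted p = 0.000393 and 0.000371 over all 6). Camera gave DNA synthesis and chromatin adjusted p = 0.326, and adjusted p = 0.828 with an estimated correlation. Ubiquitin-dependent degradation had 56 higher and 59 lower of 199, and 27 and 28 of 197 over all 6 (17 and 13 with the replicate as a block), with the proteasome subunit g2798 higher (1.07 ± 0.076, adjusted p = 5.41e-13, and 1.04 over all 6, adjusted p = 0.00179, edgeR). Camera gave ubiquitin-dependent degradation adjusted p = 0.844, and adjusted p = 0.928 with an estimated correlation. Protein targeting had 50 higher and 30 lower of 149 (49 and 30 adjusted over the list alone), and 26 and 10 of 147 over all 6 (15 and 8 with the replicate as a block). Camera gave protein targeting adjusted p = 0.306, and adjusted p = 0.83 with an estimated correlation.

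Lists by keyword of the description gave further counts. Transcripts described by bacterial proteins were more often higher, with 52 higher and 15 lower of 108 (53 and 16 adjusted over the list alone), and 32 and 6 of 107 over all 6 (35 and 6 adjusted over the list alone, 24 and 3 with the replicate as a block), among them the elongation factor g18301 (log2 fold change 1.84, standard error 0.079, edgeR adjusted p = 4.52e-18, and 1.91 over all 6, adjusted p = 0.000748). Camera gave bacterial proteins adjusted p = 0.00132, and adjusted p = 0.432 with an estimated correlation. For descriptions from animals and fungi, 14 were higher and 7 lower of 40, and 3 and 4 of 40 over all 6. Camera gave animal and fungal proteins adjusted p = 0.363, and adjusted p = 0.582 with an estimated correlation. Of transposable elements, 6 were higher and 0 lower of 11, and 1 and 0 of 11 over all 6 (0 and 0 with the replicate as a block), and the value of g17759 went from a log2 fold change of 3.53 over the 4 libraries (edgeR adjusted p = 4.21e-06) to 0.09 over all 6 (adjusted p = 0.973). Camera gave transposable elements adjusted p = 0.0394, and adjusted p = 0.582 with an estimated correlation, and adjusted p = 0.177 with counts summed per component. Over all 6, camera gave them adjusted p = 0.536. A description taken from another organism names the nearest match and not the source of the transcript.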
